# JunD, not c-Jun, is the AP-1 transcription factor required for Ras-induced lung cancer

**DOI:** 10.1172/jci.insight.124985

**Published:** 2021-07-08

**Authors:** E. Josue Ruiz, Linxiang Lan, Markus Elmar Diefenbacher, Eva Madi Riising, Clive Da Costa, Atanu Chakraborty, Joerg D. Hoeck, Bradley Spencer-Dene, Gavin Kelly, Jean-Pierre David, Emma Nye, Julian Downward, Axel Behrens

**Keywords:** Cell Biology, Oncology, Lung cancer

## Abstract

The AP-1 transcription factor c-Jun is required for Ras-driven tumorigenesis in many tissues and is considered as a classical proto-oncogene. To determine the requirement for c-Jun in a mouse model of K-Ras^G12D^–induced lung adenocarcinoma, we inducibly deleted c-Jun in the adult lung. Surprisingly, we found that inactivation of c-Jun, or mutation of its JNK phosphorylation sites, actually increased lung tumor burden. Mechanistically, we found that protein levels of the Jun family member JunD were increased in the absence of c-Jun. In c-Jun–deficient cells, JunD phosphorylation was increased, and expression of a dominant-active JNKK2-JNK1 transgene further increased lung tumor formation. Strikingly, deletion of JunD completely abolished Ras-driven lung tumorigenesis. This work identifies JunD, not c-Jun, as the crucial substrate of JNK signaling and oncogene required for Ras-induced lung cancer.

## Introduction

Abnormal activation of the Ras signaling pathway is commonly found in human tumors. Oncogenic mutations in Ras family proteins, such as K-Ras^G12D^, constitutively activate growth factor signaling pathways and drive uncontrolled cell growth, proliferation, and invasiveness (1–3). Mutations in K-Ras occur in 33% of human lung adenocarcinomas (LADCs) (4), and mutation of K-Ras in the mouse lung is sufficient to induce LADC formation (5). However, since direct targeting of oncogenic Ras has proved extremely challenging, a detailed understanding of Ras downstream pathways is critical to enable targeted therapy for Ras-driven tumors. This need is especially pressing for lung cancer, a tumor type that often responds poorly to current treatments (6).

Among its many outputs, oncogenic Ras signaling stimulates the AP-1 transcriptional activator family, which in turn controls a vast suite of genes involved in proliferation, migration, and apoptosis (7–9). AP-1 family transcription factors are dimeric complexes, composed of various Fos and Jun proteins, which bind a common consensus site known as the TPA response element. The 3 Jun proteins — c-Jun, JunD, and JunB — can either heterodimerize or homodimerize to form an AP-1 complex, and each shows subtle but important differences in regulation and output. JunD- and c-Jun–containing transcription factors are thought to control different, though overlapping, sets of AP-1 target genes (10). In certain contexts, Jun proteins appear to have opposite functions: for example, in immortalized mouse embryonic fibroblasts (MEFs), c-Jun promotes cell proliferation but JunD inhibits it (11, 12). However, each Jun protein can also influence cell behavior in very different ways depending on context — for example, by promoting apoptosis in response to cellular stress or proliferation in response to growth factors (7–9).

Since its discovery as the cellular counterpart of a viral oncoprotein, c-Jun has had a well-established role in tumorigenesis. *c-Jun^–/–^* MEFs display severe proliferation defects and deficiency in cell cycle reentry after serum withdrawal (9, 11, 13). As well as its effects on proliferation through transcriptional upregulation of cell cycle genes such as *cyclinD1* and *cdc2* (9, 14–16), studies in cultured cells demonstrated that c-Jun is required for Ras-mediated oncogenic transformation (17, 18). Conversely, whereas c-Jun cooperates with oncogenic Ras, JunD partially suppresses transformation by activated Ras (19). c-Jun family proteins are activated by phosphorylation mediated by the Jun N-terminal kinases (JNKs) (20). JNK phosphorylates c-Jun on 4 sites — serine 63 (Ser63), Ser73, Ser91, and Ser93 — and JunD on Ser90, Ser100, and Ser117 (21). A mutant allele of c-Jun, in which the JNK phosphoacceptor Ser63 and Ser73 are changed to alanines (Jun^AA^), reduced both oncogenic transformation caused by constitutive activation of the Ras pathway in immortalized fibroblasts and skin tumor development (22), indicating a protumorigenic role of c-Jun N-terminal phosphorylation in Ras-induced transformation. However, the contribution of JunD phosphorylation in the context of oncogenic Ras has not been investigated.

The importance of AP-1 transcription as an output of Ras signaling suggested that c-Jun could be crucial for other tumor types, particularly those driven by oncogenic Ras. Indeed, recent work from our laboratory found that overexpression of the AP-1 coactivator RACO-1 cooperates with oncogenic Ras to increase tumor burden in a mouse model of lung cancer (23, 24). However, the role of c-Jun in lung tumorigenesis was unclear.

In this study, we investigated the importance of different AP-1 components in lung tumorigenesis, using lung-specific deletion of c-Jun or JunD combined with the inducible K-Ras–driven model of LADC (5, 25). Unexpectedly, we found that c-Jun acts as a tumor suppressor in the lung, while JunD is crucial for Ras-driven lung tumor formation. Importantly, JNK signaling appears to be critical in these tumors, as shown by the increased tumor burden observed in a transgenic model of JNK activation and the heightened sensitivity of c-Jun–null lung tumor cells to JNK inhibitors. These data suggest that, in complete contrast to previous findings in other tumor types, c-Jun has tumor-suppressive function in Ras-induced lung tumorigenesis, but paradoxically, JNK should be considered as a therapeutic target in LADC.

## Results

### JUN is frequently lost in human LADC patients.

To evaluate a potential role for genetic disruption of *JUN* in human LADC, we analyzed The Cancer Genome Atlas (TCGA) data from 230 LADC cases. Interestingly, up to 26% of human LADC cases showed loss-of-function genetic alterations (Figure 1A). Moreover, *JUN* and *KRAS* genetic alterations occurred together in a subset of human LADC patients (*P* = 0.028) (Figure 1A). We also examined the correlation between *JUN* expression level and LADC patient survival. Interestingly, lower expression of *JUN* was associated with a significantly shorter survival time (*P* = 1.9 *×* 10^–7^) (Figure 1B). Altogether, these data suggest that *JUN* is often downregulated in human LADC and occurs together with *KRAS* genetic alterations. Therefore, we investigated the functional role of *JUN* in lung cancer.

### c-Jun is tumor suppressive in the K-Ras^G12D^ LADC model.

To determine the role of c-Jun in Ras-driven lung tumorigenesis, we generated mice harboring *c-Jun^fl/fl^* and *lsl-K-Ras^G12D^* alleles and induced c-Jun deletion and K-Ras^G12D^ expression in the lung by intratracheal delivery of adenoviral Cre recombinase (Figure 1C) (25). When analyzed after 12 weeks, both *c-Jun^fl/fl^*; *lsl-K-Ras^G12D^* mice and *lsl-K-Ras^G12D^* controls had developed multiple lung tumors that stained positive for thyroid transcription factor 1 (TTF-1), identifying them as adenocarcinomas (Figure 1D and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.124985DS1). Surprisingly, in c-Jun–deleted lungs, tumor burden was significantly increased and tumors were more proliferative as measured by Ki67 staining (Figure 1, D–F, and Supplemental Figure 1B). The average tumor grade was also increased, with *c-Jun^fl/fl^*; *lsl-K-Ras^G12D^* animals exhibiting grade 4 LADCs, which were HMGA2^+^/TTF-1^–^ and not observed in controls (Supplemental Figure 1, C and D), and some additionally showing lepidic predominant adenocarcinoma (formerly BAC) lesions (Supplemental Figure 1E). To confirm that c-Jun was not active in the observed tumors, we performed IHC staining for c-Jun activating phosphorylation at Ser63 and Ser73 (Figure 1G). Consistent with c-Jun deletion, c-Jun and phospho-Ser63 staining was undetectable in lung tumors from *c-Jun^fl/fl^*; *lsl-K-Ras^G12D^* animals. However, the antibody detecting c-Jun phospho-Ser73, which also recognizes JunD phospho-Ser100, showed increased staining in these tumors. c-Jun–null tumors showed increased staining for JunD (Figure 1G). Thus, in complete contrast to the previously described roles of c-Jun as oncogene and JunD as tumor suppressor (8), Ras-driven lung tumors increase in the absence of c-Jun and show increased JunD phosphorylation and protein expression (Figure 1H).

### JunD phosphorylation is increased in c-Jun–null cells.

To investigate the potential oncogenic changes caused by c-Jun deletion in K-Ras mutant lung cells, we isolated primary tumor cells for biochemical analysis. Despite their vigorous growth in vivo, primary tumor cells could not be established from *c-Jun^fl/fl^*; *lsl-K-Ras^G12D^* mice. The severe proliferation defect of c-Jun–deficient primary fibroblasts is rescued by concomitant *Tp53* (*p53*) inactivation (11). Thus, to enable the establishment of primary tumor cell lines in vitro, we combined *c-Jun^fl/fl^*; *lsl-K-Ras^G12D^* alleles with *p53* deletion (Figure 2A). *KRAS* and *TP53* are the most commonly mutated genes in human LADC (4), recapitulated by the widely used *lsl-K-Ras^G12D^*; *p53^fl/fl^* (*KP*) mouse model. As in the p53 WT model, *c-Jun^fl/fl^*; *lsl-K-Ras^G12D^*; *p53^fl/fl^* (*JKP*) mice developed LADCs negative for c-Jun and positive for phospho-JunD (Ser100) (Figure 2B). Tumor area and cell proliferation were significantly increased in *JKP* compared with *KP* mice (Figure 2, C and D, and Supplemental Figure 2A). After isolating individual lung tumors, *KP* and *JKP* cell lines could be established (Figure 2E). We analyzed c-Jun and JunD isoforms that share JNK phosphoacceptor residues recognized by the phospho-Jun (Ser73/Ser100) antibody. Immunoblotting experiments showed that both JunD protein expression and JunD Ser100 phosphorylation rose as a consequence of c-Jun deletion (Figure 2, F and G). Importantly, expression analysis on primary human LADC biopsy samples showed simultaneous downregulation of *JUN* and upregulation of *JUND* (Figure 2H). Moreover, *KP* and *JKP* cells retained their tumorigenicity in culture, as shown by orthotopic transplant of cultured cells directly to the lungs of Nu/Nu mice by intratracheal delivery or s.c. tumor grafts (Supplemental Figure 2, B–F). As expected, tumors derived from *JKP* cells showed increased levels of JunD protein alongside loss of c-Jun immunostaining (Supplemental Figure 2E), and *JKP* tumor–bearing mice succumbed earlier than *KP* mice (Supplemental Figure 2G). Thus, loss of c-Jun expression was associated with a significantly shorter survival time.

### c-Jun–deficient cells are more sensitive to JNK inhibition.

To examine the effects of JNK on c-Jun and JunD in lung tumors, we treated *KP* and *JKP* cells with anisomycin to activate JNK, and we analyzed phosphorylation of c-Jun at Ser63 and Ser73, and phosphorylation of JunD at the analogous Ser100. To be able to distinguish phosphorylation of c-Jun and JunD separately, we ran large gels and separate bands representing c-Jun, and the long and short isoforms of JunD were clearly visible. As expected, anisomycin treatment increased phosphorylation of c-Jun Ser63, as well as increasing total levels of c-Jun in *KP* cells (Figure 2I). JNK-mediated phosphorylation of JunD at Ser100 was more efficient than phospho–c-Jun Ser73 in *KP* cells (Figure 2I and Supplemental Figure 2H). In *JKP* cells, JunD protein and JunD phosphorylation levels were significantly increased, and anisomycin further stimulated phospho–JunD Ser100. Because the total observed phosphorylation detected by the c-Jun Ser73/JunD Ser100 antibody is exclusively due to JunD in *JKP* cells, this result indicates a greater increase in JunD Ser100 phosphorylation in the absence of c-Jun (Figure 2I). Moreover, the increased phospho–JunD Ser100 in anisomycin-stimulated *JKP* compared with *KP* cells was JNK dependent (Figure 2I and Supplemental Figure 2H). This suggests that, in the absence of c-Jun, JNK stimulation of JunD is increased. To test the dependence of *JKP* cells on JNK, we measured the proliferation of primary *KP* and *JKP* cells in the absence or presence of the JNK inhibitor SP600125. In support of an increased role for JNK in supporting proliferation in the absence of c-Jun, *JKP* cells were more sensitive to JNK inhibition than *KP* cells (Figure 2J). Thus, JNK signaling appears to be critical in c-Jun–null lung tumor cells.

### c-Jun^AA^ increases lung tumor burden, phenocopying c-Jun deletion.

To test the idea that JNK-mediated phosphorylation is important for tumorigenesis, we used the partially inactive c-Jun S63A, S73A N-terminal phosphorylation mutant, termed c-Jun^AA^. This mutant lacks 2 JNK phosphorylation sites and shows impaired, but not abolished, AP-1 transactivation (26). We generated *c-Jun^AA/AA^*; *lsl-K-Ras^G12D^* mice and induced tumorigenesis by administration of adenoviral Cre to the lung, as before (Figure 3A). The presence of mutant c-Jun did not impair tumorigenesis; in fact, lung tumor burden and cell proliferation in tumors were increased, as in the c-Jun deletion model (Figure 3, B–D). Thus, despite the presence of c-Jun protein, as detected by IHC (Figure 3E), impaired JNK phosphorylation of c-Jun was sufficient to increase Ras-driven lung tumorigenesis (Figure 3F). Interestingly, JunD levels were also increased in *c-Jun^AA/AA^*; *lsl-K-Ras^G12D^* mice, similar to the c-Jun deletion model (Figure 3E). As JunAA still binds and induces its target promoters (26), the observed *c-Jun*–null–like (*c-Jun*^ΔL^**–like) phenotype observed in *c-Jun^AA/AA^*; *lsl-K-Ras^G12D^* mice suggests an essential role for JNK signaling.

### JNK activity is protumorigenic in the absence of c-Jun.

To test JNK activity in vivo, we combined inducible *K-Ras^G12D^* expression and *c-Jun* deletion in the lung with a conditional JNKK2-JNK1 transgene to augment JNK activity (Figure 4A and Supplemental Figure 3, A–D). Expression of the transgene increased K-Ras^G12D^–driven tumor burden and tumor cell proliferation, suggesting that JNK activity is protumorigenic (Figure 4, B–D, and Supplemental Figure 3E). Tumor burden was significantly (*P* = 4.5 × 10^–4^) increased in the lungs of *c-Jun^fl/fl^*; *lsl-Jnkk2-Jnk1*; *lsl-K-Ras^G12D^* mice compared with *c-Jun^fl/fl^*; *lsl-K-Ras^G12D^* mice, suggesting that c-Jun loss and increased JNK activity cooperate to promote tumorigenesis (Figure 4B and Supplemental Figure 3F). Consistent with JunD as a key effector of JNK, JunD levels were increased in correlation with the increased tumor burden in *c-Jun^fl/fl^*; *lsl-Jnkk2-Jnk1*; *lsl-K-Ras^G12D^* lungs, with positive staining for phospho-JunD Ser100 (Figure 4E). Thus, although c-Jun is tumor suppressive in the context of Ras-driven lung tumorigenesis, JNK signaling appears to be oncogenic, and increased JunD phosphorylation by JNK is a potent tumor promoter in the lung (Figure 4F).

### JunD is required for Ras-driven lung tumorigenesis.

To investigate the correlation between *JUND* levels and patient survival, we examined *JUND* expression from a transcriptomic data set of a human LADC cohort. We found that high *JUND* expression is significantly correlated with decreased overall survival for patients with LADC (*P* = 3.3 *×* 10^–4^) (Supplemental Figure 4A).

To directly test the role of JunD in Ras-driven lung tumorigenesis, we combined inducible *K-Ras^G12D^* expression in the lung with JunD germline KO (Figure 5A). Strikingly, *K-Ras^G12D^* was unable to induce lung tumors in *JunD^–/–^* mice, and cell proliferation in lungs was correspondingly reduced (Figure 5, B–D, and Supplemental Figure 4B). Since *JunD^–/–^* animals show postnatal growth defects, we also examined *JunD* heterozygotes, which are indistinguishable in size from WT littermates (27). JunD heterozygous mice expressing *K-Ras^G12D^* in the lung also showed a significantly reduced tumor burden compared with JunD-proficient controls (Figure 5C), suggesting that JunD plays a driving role in K-Ras^G12D^–induced tumorigenesis. We confirmed loss of JunD and expression of the LacZ knockin by IHC (Figure 5E).

As JunD was knocked out throughout the whole mouse, there was the possibility that nontumor cells may have played a role during tumorigenesis. Thus, to confirm a function of JunD in lung cancer cells, JunD protein expression was knocked out via CRISPR/Cas9 in primary lung *KP* cells. JunD-null cells (*KPD*) proliferated slower than parental *KP* controls (Supplemental Figure 4C). When injected s.c. into nude mice, JunD-deficient cells formed graft tumors that were smaller and grew slower than those derived from *KP* cells (Supplemental Figure 4, D and E). Importantly, *JUND* downregulation by siRNA severely reduced cell proliferation in human LADC cell lines (Figure 5F and Supplemental Figure 5, A and B). The loss of cell growth was associated with apoptotic cell death, as detected by caspase-3 activity probes (Figure 5G and Supplemental Figure 5C). Thus, these data suggest a role for JunD in lung tumorigenesis.

We next performed immunoblotting analysis for Jun protein levels and activating phosphorylation at c-Jun Ser63 and c-Jun Ser73/JunD Ser100. Surprisingly, c-Jun protein levels, phospho–c-Jun Ser63, and phospho–c-Jun Ser73 levels were significantly reduced in both mouse and human JunD–deficient cells (Supplemental Figure 4, F and G, and Supplemental Figure 5B). IHC analysis in *JunD^–/–^; lsl-K-Ras^G12D^* lungs confirmed reduction in phospho–c-Jun Ser63 and phospho–c-Jun Ser73 (Figure 5E). Importantly, immunoblotting experiments did not show any alteration in JNK protein and active JNK phospho-JNK^Thr183/Tyr185^ levels in JunD-deficient cells (Supplemental Figure 4, F and G). These results suggest that JNK activity is unaltered in JunD-KO cells.

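c-Jun mRNA was almost lost from cultured JKP lung adenocarcinoma cells, JunD mRNA was lower than in KP cells, and 5841 genes in all differed between the genotypes. KP cells came from tumors of mice with an inducible K-RasG12D allele and floxed p53, and JKP cells from mice with floxed c-Jun in addition. In the paper's model, Cre delivered to the lung turns on K-RasG12D and deletes the floxed genes. Each genotype was sequenced as 3 libraries, which carry 1 cell designation per genotype. Jun, which the annotation gives as 1 exon on chromosome 4 of GRCm38 (mm10) from 95049036 to 95052222, had 75, 103 and 110 counts in JKP replicates 1, 2 and 3 and 1144, 2529 and 2633 counts in the KP replicates. Normalized by TMM, this is 99.0 ± 23.4 (SD, n = 3) in JKP and 2022 ± 674 (SD, n = 3) in KP cells, a log2 fold change of -4.36 (standard error 0.32, adjusted p = 6.13e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The JKP mean was 4.89% of the KP mean. Jund, on chromosome 8 from 70697739 to 70700616, had 2178 ± 116 (SD, n = 3) normalized counts in JKP and 3407 ± 490 (SD, n = 3) in KP cells, a log2 fold change of -0.65 (standard error 0.11, adjusted p = 0.00234 from the same test). Junb, on the same chromosome from 84976909 to 84978748, had 6715 ± 159 (SD, n = 3) and 6437 ± 1733 (SD, n = 3) normalized counts, with a log2 fold change of 0.06 (standard error 0.18, adjusted p = 0.809). Its value turned to -0.14 without KP replicate 1, where the adjusted p was 0.0608, and to -0.13 without replicate 1 of both genotypes, where it passed the threshold (adjusted p = 0.000864).

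**Figure D1:**
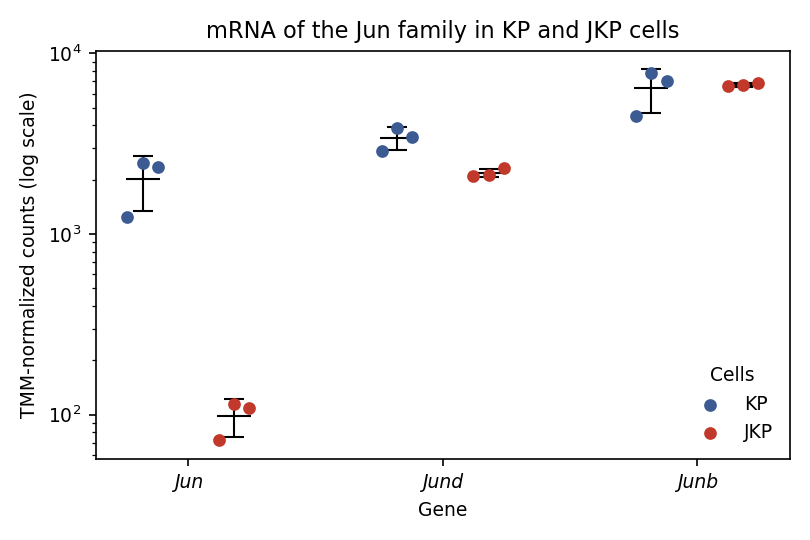
TMM-normalized counts (log scale) of Jun, Jund and Junb in the 3 KP libraries (blue) and the 3 JKP libraries (red), with the mean and SD in black. Every JKP library lies below every KP library for Jun and Jund, and the groups overlap for Junb.

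Of 12233 genes tested, 2880 were higher and 2961 lower in JKP cells, and 828 and 962 of these differed by more than 2-fold. The groups did not overlap for 59.3% of the tested genes, against 10% if labels were drawn at random over independent libraries. With 1 cell designation per genotype, a difference between genotypes cannot be told from one between cell lines here. Among the genes with the largest increases, Sox2, a transcription factor of airway and stem cells, rose from 3.22 ± 0.916 to 886 ± 83.3 normalized counts (SD, n = 3 each), and Krt6a, a keratin, rose from 3.33 ± 2.25 to 292 ± 15.2. Acp5, an acid phosphatase of osteoclasts and macrophages, was at 0 in every KP library and was at least 219-fold higher in JKP cells, with the floor of 3 counts taken over the group. Lrig3, Ifi202b, Adora2a and Adh7 rose with log2 fold changes of 6.79, 6.64, 6.55 and 6.15. Among the genes with the largest decreases, Dgkk, a diacylglycerol kinase, Adcy1, an adenylate cyclase, and Kif1a, a kinesin of axonal transport, were at 0 in every JKP library and were at least 923-fold, 519-fold and 318-fold lower than in KP cells. Sox11, Zik1, Cntfr, Tmem40, Zfp518b and Cpa4 were also at 0 in every JKP library. Ppp2r2c had 1 count over the JKP libraries and 5418 over the KP libraries, a KP to JKP ratio of 5198 (95% counting interval 933 to 205346).
The libraries were prepared with the TruSeq RNA kit v2 and sequenced on a HiSeq2500. The authors mapped the reads to mm10 and RefSeq transcripts and deposited whole-number counts per gene, together with the same counts divided by a size factor per library. Total counts were 21959044, 18725511 and 21125869 in JKP replicates 1 to 3 and 19756735, 21479090 and 23604142 in KP replicates 1 to 3. Genes with too few counts were removed by edgeR's filter with a minimum of 10 counts before the test. The kit does not mark the strand, so reads from overlapping and antisense genes were not told apart. According to the sample labels the cells came from tumors taken 12 weeks after Cre delivery, and the methods state that cells were used at passages 3 to 10. The columns of the count table carry 1 cell designation per genotype, and the sources used here do not state whether the libraries of a genotype come from separate cultures or mice, so the p-values measure only the spread between these libraries. Replicate 1 of each genotype stood apart from replicates 2 and 3.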

As lung tumorigenesis appears to be JunD dependant, we performed RNA-sequencing (RNA-Seq) experiments using primary *KP* and *JKP* tumor cells to gain mechanistic insights. Gene set enrichment analysis (GSEA) found that oxidative stress, adipogenesis, and p38 MAPK pathways were upregulated in *JKP* cells (Supplemental Figure 6A), where JunD phosphorylation and protein expression were increased (Figure 2F). These data are in agreement with a previous study that indicated JunD works as an activator of transcription of genes involved in oxidative stress, differentiation, and cell proliferation (28). 

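In the sequenced cells, genes of the reactive oxygen species and adipogenesis lists were more often higher than lower in JKP cells, and so were genes of the p38 MAPK list. Against the other genes, the reactive oxygen species and adipogenesis lists passed limma's camera test at a preset correlation but not at an estimated correlation (adjusted p = 0.494 each). The p38 MAPK list passed neither. A failure at the estimated correlation does not by itself show that members are correlated. The lists were written from memory of the Hallmark and Biocarta sets before the data were examined, so their members can differ from those the authors used. Of 46 tested genes of the reactive oxygen species list, 19 were higher and 4 lower, with the same counts when adjusted over the list alone. With the replicate number as a block 7 were lower and 23 higher, and without replicate 1 of both genotypes 8 were lower and 25 higher. In the latter setting calls over all genes also rose, from 5841 to 8573. When any library except KP replicate 1 was left out, 1 or 2 were lower and 13 to 16 higher. Nqo1, a quinone reductase, rose from 55.5 ± 9.76 to 327 ± 103 normalized counts (SD, n = 3 each), a log2 fold change of 2.56 (standard error 0.26, adjusted p = 0.000260 from edgeR's quasi-likelihood test). Mgst1, a microsomal glutathione transferase, had a log2 fold change of 1.87 and Cat, which encodes catalase, one of 0.56. Fes, a tyrosine kinase, and Hhex, a homeobox factor, neither of them an antioxidant enzyme, had log2 fold changes of 2.51 and 2.88. Oxsr1, a stress-responsive kinase, was lower at -0.31.
Of 180 tested genes of the adipogenesis list, 60 were higher and 25 lower, again with the same counts when adjusted over the list alone. Without replicate 1 of both genotypes 47 were lower and 85 higher, and without KP replicate 2, 15 were lower and 56 higher. Ucp2, a mitochondrial carrier on chromosome 7 from 100493337 to 100499629, rose from 258 ± 74.8 to 5596 ± 312 normalized counts (SD, n = 3 each), a log2 fold change of 4.43 (standard error 0.20, adjusted p = 7.70e-06 from the same test). Lifr, the receptor of leukemia inhibitory factor, rose at 5.08, Slc1a5, a glutamine transporter, at 2.43, and Aldh2, a mitochondrial aldehyde dehydrogenase, at 0.87. Sdpr, a caveolar protein, fell at -1.42 and Pfkfb3, a regulator of glycolysis, at -1.46.
Of 38 tested genes of the p38 MAPK list, 17 were higher and 5 lower, with the same counts when adjusted over the list alone. Without replicate 1 of both genotypes 20 were higher and 8 lower. Map2k6, the kinase MKK6 that activates p38, rose from 242 ± 32.1 to 810 ± 80.7 normalized counts (SD, n = 3 each), a log2 fold change of 1.75 (standard error 0.12, adjusted p = 4.51e-05). Hspb1, the small heat shock protein HSP27 downstream of p38, rose at 1.93 and Tgfb1 at 1.02. Mapk14, which encodes p38α, lies on chromosome 17 from 28691342 to 28748405 and had 3227 ± 118 normalized counts in JKP and 2760 ± 51.5 in KP cells (SD, n = 3 each), a log2 fold change of 0.23 (standard error 0.05, adjusted p = 0.00829). Map3k9 fell at -2.25 and Map3k7, which encodes TAK1, at -0.61. Another list, of p38 and JNK kinases and phosphatases, shares 6 genes with the p38 MAPK list, Map2k6 and Mapk14 among them. In it 10 of 21 genes were lower and 4 higher, with the same counts when adjusted over the list alone. Its camera adjusted p was 0.126, or 0.0319 without replicate 1 of both genotypes. Mapk13, which encodes p38δ, fell there from 986 ± 202 to 46.8 ± 13.0 normalized counts (SD, n = 3 each).

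**Figure D2:**
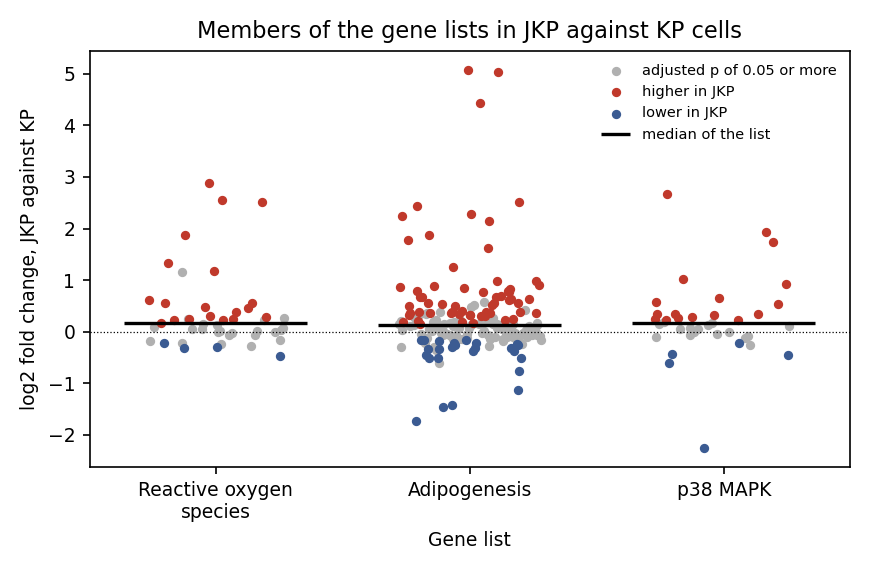
log2 fold change in JKP against KP cells of each tested member of the reactive oxygen species, adipogenesis and p38 MAPK lists, with members higher in JKP in red, members lower in blue, members that did not pass the test in gray and the list's median as a black line. The medians are 0.16, 0.13 and 0.16.

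The enrichment scores on the deposited normalized counts were 0.502 for reactive oxygen species, 0.405 for adipogenesis and 0.351 for p38 MAPK, with adjusted permutation p-values of 0.0478, 0.0221 and 0.523 over 30 lists. limma's camera test gave adjusted p-values of 0.0327, 0.0327 and 0.194, all toward JKP, and each list had adjusted p = 0.494 with an estimated correlation. limma's fry test asks whether a list's members moved in 1 direction on average, not against the other genes. It gave unadjusted p-values of 0.000533, 0.00183 and 0.00226, all toward JKP. Without a comparison with the other genes, a list can pass fry and still not stand apart from them. The p38 MAPK list passed fry but not camera (adjusted p = 0.194). The enrichment p-value of the reactive oxygen species list passed in 5 of 13 alternatives. It missed the threshold when JKP replicate 1 or 3 or KP replicate 2 or 3 was left out (0.0668 to 0.0946), when ranked by log2 fold change (0.190) or signed root F (0.0566), on filtered genes (0.0885) and unweighted (0.0871), and that of adipogenesis missed it when ranked by log2 fold change (0.0729). From its GSEA the paper states that these pathways were upregulated in the cells in which its immunoblots showed more JunD protein and phosphorylation (Fig. 2F), and it relates them to an earlier study of JunD as an activator of transcription.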

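The oxidative stress response, differentiation and the cell cycle each included genes that were higher and genes that were lower in JKP cells. Of 29 tested targets of NRF2, the transcription factor that drives antioxidant genes, 15 were higher and 2 lower, with the same counts when adjusted over the list alone. With the replicate number as a block 4 were lower, 5 without replicate 1 of both genotypes, and 1 was lower without JKP replicate 2 or 3 or KP replicate 2 or 3. Their set test had an adjusted p of 0.0327 from camera and an adjusted p = 0.494 with an estimated correlation, and it missed the threshold without KP replicate 1, at an adjusted p of 0.0527 (range over the alternatives 0.00431 to 0.494). Gclm, the modifier subunit of the enzyme of glutathione synthesis, had a log2 fold change of 0.56 and Gstm1, a glutathione transferase, one of 2.15.
The list of adipocyte markers shares 8 genes with the adipogenesis list, Pparg among them. Of 10 tested markers, 4 were higher and 2 lower, with the same counts when adjusted over the list alone and a camera adjusted p of 0.253. Without replicate 1 of both genotypes 7 were higher and the adjusted p was 0.0408, and 1 was lower without JKP replicate 2 or 3. Pparg, the nuclear receptor that drives fat cell differentiation, rose from 948 ± 326 to 2253 ± 555 normalized counts (SD, n = 3 each; log2 fold change 1.25, standard error 0.29, adjusted p = 0.0109 from edgeR). Cebpa, its partner in that program, rose at 1.91. Of 8 tested genes of alveolar type II and lung epithelial identity, 4 were higher and 2 lower, with the same counts when adjusted over the list alone and an adjusted p of 0.757, and 2 were higher without KP replicate 2 or 3. Foxa2, an endoderm factor, rose at 0.90 and Muc1, a cell surface mucin, fell at -1.25.
Of 40 cell cycle genes, 9 were higher and 11 lower, or 12 lower when adjusted over the list alone, and 14 were higher with the replicate number as a block. Without KP replicate 1, 2 or 3, 16, 5 and 4 were higher, 5 were lower without JKP replicate 2 or 3, and 16 were higher and 17 lower without replicate 1 of both genotypes. The set test's adjusted p was 0.966, toward JKP, while the list's median log2 fold change lay at -0.0018. Ccnd1, which encodes cyclin D1, fell from 24717 ± 2678 to 15895 ± 1666 normalized counts (SD, n = 3 each; log2 fold change -0.64, adjusted p = 0.00217 from edgeR). Cdk1 and Mki67, the latter the marker Ki67, fell at -0.35 and -0.22, and neither passed without JKP replicate 2 or 3, nor Mki67 without KP replicate 3. Mcm4, of the replicative helicase, rose at 0.58. Casp3, which encodes caspase-3, rose at 0.57.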

We further confirmed activation of p38α MAPK in *JKP* cells (Supplemental Figure 6B), which correlated with increased JunD protein levels (Supplemental Figure 6C). Therefore, *JKP* cells were sensitive to p38 MAPK inhibition (Supplemental Figure 6D). By contrast, p38α MAPK activation was reduced in JunD-deficient cells (Supplemental Figure 6C). In addition, analysis of public gene expression databases revealed a positive correlation between the expression of *JUND* and *MAPK14* in human LADC samples (Supplemental Figure 6E). Interestingly, p38α protein and phosphorylation levels are increased and correlate with poor survival in LADC patients (29, 30). Moreover, p38α supports the progression of K-Ras–driven lung tumors (30). Thus, p38α MAPK pathway activation could contribute to the effects of JunD as a lung tumor promoter.

Overall, these results support a tumor-suppressive role for c-Jun in the lung and demonstrate that JunD is required for Ras-driven lung tumorigenesis.

## Discussion

Unexpectedly, we found that c-Jun, a classic proto-oncogene, has a tumor-suppressive effect in a well-established model of LADC. These results are surprising, since c-Jun was shown to cooperate with oncogenic K-Ras in promoting proliferation of cultured fibroblasts, and because of the requirement for c-Jun in skin, liver, and intestinal Ras-dependent tumor models (17, 18, 22, 31, 32).

Instead, our results shown that JunD is essential for lung tumorigenesis. It is tempting to speculate that JNK signaling has tumor-suppressive effects through c-Jun and tumor-promoting effects through JunD and that loss of one arm tips the balance toward the effects of the other arm. To investigate the possibility that increased JunD function underlies the increased lung tumorigenesis in the absence of *c-jun*, we aimed to knock out JunD in *JKP* cells through CRISPR-meditated genome editing. Unfortunately, c-Jun/JunD–double KO cell lines could not be generated, possibly because JunD function is essential in *JKP* cells (data not shown). However, we successfully derived *KP* cells deficient in JunD through CRISPR, and these cells showed a clear growth disadvantage.

Our results show that c-Jun protein and phosphorylation levels are reduced in the absence of JunD. By contrast, JunD protein and phosphorylation levels rise in the absence of c-Jun. JNK signaling was shown to have tumor-promoting and tumor-suppressive functions in tumorigenesis. A previous study found that JNK is essential for Ras-driven lung tumorigenesis, but the relevant JNK substrates were not identified (33). In other systems, such as prostate and breast cancers, JNK has been shown to be tumor suppressive (34, 35), while in the liver, JNK has both pro- and antitumorigenic roles (36). It is possible that the balance between c-Jun and JunD contributes to the variation in JNK signaling outcome in these different contexts. Our data suggest that JNK activity is protumorigenic in absence of c-Jun through JunD. JunD is phosphorylated by ERK, as well as JNK (37), so ERK-driven function may contribute to JunD’s role in K-Ras–driven tumors. Indeed, JunD increases prostate cancer cell migration in an ERK-dependent manner (10). We also do not discard the possibility that c-Jun loss and/or JNK activation additionally promote tumorigenesis by JunD-independent mechanisms. However, our in vivo data indicate that JunD is absolutely required for K-Ras–driven lung tumorigenesis, highlighting JunD as an important protumorigenic JNK target.

## Methods

### Analysis of public data from cancer genomics studies.

Data from TCGA Research Network (TCGA Lung Adenocarcinoma), including mutations and putative copy number alterations, were analyzed using cBioportal software and visualized using the standard Oncoprint output. Patient prognoses was evaluated by Kaplan-Meier survival curves of LADC patients with low or high expression of *JUN* and *JUND*, with data from Kaplan–Meier plotter. Correlation analysis were performed using GEPIA (Gene expression profiling interactive analysis) software.

### Mice.

Nu/Nu mice were derived from the colony established by the Imperial Cancer Research Fund (ICRF nude). *c-Jun^fl/fl^* (38), *lsl-KRas^G12D^* (5), *p53^fl/fl^* (39), *c-Jun^AA^* (26), and *JunD*^Δ*/*Δ^** (27) animals have been described before. Generation of the lsl-Jnkk2-Jnk1 transgenic construct is described in Supplemental Figure 3. Constructs were electroporated into ES cells, stable transfectants were selected, and mice were generated by injection of a positive ES cell clone into C57BL/6 blastocysts according to standard protocols (26).

### Adenoviral infection.

Adeno-CMV-Cre virus (Ad5CMVCre) was purchased from the Gene Transfer Vector Core, University of Iowa (Iowa City, Iowa, USA). Intratracheal intubation was carried out on animals at 8–12 weeks of age using a dose of 2.5 × 10^7^ viral particles per mouse as described (25). Briefly, the adenovirus was prepared in PBS containing 10 μM calcium chloride and magnesium. Mice were anesthetized with isoflurane, and the virus preparation was administered via a catheter inserted into the trachea. Both male and female mice were used. A sample size of at least 3 mice per genotype was used, with no sample exclusion criteria. Mice were culled 12 weeks after intubation for analysis. The effect size was not prespecified. No animals were excluded from the analysis, and randomization was used.

### S.c. graft tumors.

Lung *KP, JKP,* and *KPD* tumor cells were resuspended as single-cell suspensions at 1 × 10^5^ cells/mL in PBS/Matrigel (Corning, 354230). In total, 100 μL (1 × 10^4^ cells total) of this suspension was injected into opposite left (*KP*) and right (*KPD*) flanks of athymic Nu/Nu nude mice. For survival curves, *KP* and *JKP* cells were injected in individual nude mice. Tumor grafts were measured with digital calipers, and tumor volumes were determined with the following formula: (length × width^2^) × (π/6). Tumor volumes are plotted as means ± SEM.

### Orthotopic lung tumors.

Lung *KP* and *JKP* tumor cells were resuspended as single-cell suspensions at 1 × 10^6^ cells/50 μL in PBS and delivered directly to the lungs of 8-week-old Nu/Nu by intratracheal intubation. Lungs were analyzed after 12 weeks after intubation.

### Histological analysis.

Animals were euthanized by cervical dislocation, and the lung and heart were prepared for histopathological analysis as previously described (24). In short, excised lungs were incubated in ice-cold endotoxin-free PBS, then in 10% NBF overnight, and then in 70% industrial methylated spirit until further processing. Paraffin-embedded 4 μm sections were stained with the following antibodies: TTF-1 (ab40880, Abcam), LacZ (AB9361, Abcam), c-Jun (610326, BD Biosciences), phospho–c-Jun Ser63 (9261, NEB), phospho–c-Jun Ser73 (9164, NEB), JunD (sc74, Santa Cruz Biotechnology Inc.), HMGA2 (8179, Cell Signaling Technology [CST]), and Ki67 (M7248, DAKO).

For quantification of tumor burden, the area (μm^2^) of existing individual tumors in each lobe was measured with QuPath software (40) (Measure > Show Annotation Measurements Tool) and represented as a percentage of tumor area per lobe. The analysis was performed uniformity across all lung sections, and the whole lungs were used to derive data. For quantification of cell proliferation, the number of Ki67^+^ cells was automatically counted in individual tumors with QuPath software (Cell Analysis > Positive Cell Detection Tool) and represented as a percentage of total cells in tumor area.

### Isolation of primary lung tumor cells.

Primary murine LADC cells were obtained as previously described (41). Lung lobes were dissected out and immediately placed in 4 mL of medium A (AdMEM/F12, B27, N2, 2% FCS, 1% penicillin/streptomycin, 10 μg/mL insulin, 20 ng/mL EGF, 20 ng/mL FGF, 100 μg/mL Primocin) into GentleMACS C tubes and subjected to automated homogenization using GentleMACS dissociators at Tumor 2 mode, followed by addition of 300 U/mL collagenase IV (Worthington, LS004186) and hyaluronidase 300 U/mL (Worthington, LS002594), as well as incubation for 20 minutes at 37°C with constant shaking. Homogenized lungs were subjected to further dissociation at Tumor 3 mode, followed by centrifugation at 150*g* for 5 minutes at 4°C. The pellet was resuspended in medium A, and cells were plated onto Ultra-low attachment plates and placed in a humidified incubator at 37°C, 5% CO_2_. Ninety-six hours later, the medium was replaced with DMEM (10% FCS, 1% penicillin/streptomycin), and cells were replated on standard tissue culture plates. All cell lines were tested as mycoplasma negative by PCR assay.

### Cell culture.

Primary murine lung cells were maintained at 37°C with 5% CO_2_. We noticed that *JKP* cells maintained in culture for a prolonged period of time (passage > 15) lose their growth advantage over *KP* cells. Therefore, all experiments were performed using cells from passages 3–10. Where indicated, cells were treated with anisomycin (MilliporeSigma, A9789, final concentration 200 ng/mL) for 30 minutes to stimulate JNK-dependent phosphorylation of c-Jun/JunD, and/or with JNK inhibitor (Tocris Bioscience, Bio-Techne; SP600125; final concentration 20 μM) for 30 minutes before harvesting (after anisomycin stimulation, if given).

Human LADC cell lines (NCI-H23, NCI-H441, NCI-H1792, and A549) were provided by the Francis Crick Institute Cell Services and cultured in RPMI-1640 medium supplemented with 10% FBS, 1% penicillin/streptomycin, and 2mM glutamine. All cells were tested Mycoplasma negative and maintained at 37°C with 5% CO_2_.

### Immunoblotting.

For protein analyses of lung tumor cell lines, cells were harvested, washed in PBS, and resuspended in cell lysis buffer (9803, NEB) supplemented with protease inhibitor cocktail (MilliporeSigma). Protein amount was measured by Lowry assay. The following antibodies were used for Western blot analyses: c-Jun (610326, BD Biosciences), phospho–c-Jun Ser63 (9261, New England Biolabs [NEB]), phospho–c-Jun Ser73 (9164, NEB), JunD (sc74, Santa Cruz Biotechnology Inc.), JunD (5000, NEB), phospho–SAPK/JNK Thr183/Tyr185 (4668 and 9251, NEB), SAPK/JNK (9252, NEB), phospho–p38 MAPK Thr180/Tyr182 (9211, NEB), p38 MAPK (9212, NEB), tubulin (ab7291, Abcam), and β-actin (ab49900, Abcam). All primary antibodies were used at 1:1000 dilution. Horseradish peroxidase–conjugated (HRP-conjugated) secondary antibodies were used at 1:5000 dilution, and anti–β-actin HRP antibody was used at 1:30,000 dilution. For Western blot utilizing the LI-COR system, DyLight goat anti–mouse 680 (5470, NEB) and DyLight goat anti–rabbit 800 (5151, NEB) secondary antibodies were used at 1:15,000 dilution. Separate immunoblots were used for each antibody.

### Cell proliferation assay.

Primary murine lung cells were seeded in 96-well plates at a density of 2 × 10^3^ cells per well. Twelve hours later, cells were treated with DMSO as vehicle, JNK inhibitor (Tocris Bioscience, Bio-Techne; SP600125, 20 μM), or p38 MAPK inhibitor (MilliporeSigma, SB203580, 10 μM) throughout the experiment. Cell confluence was measured over several days, using a hemocytometer. Alternatively, cell viability was measured as the intracellular ATP content using the CellTiter-Glo Luminescent Cell Viability Assay (Promega), following the manufacturer’s instructions.

### JUND silencing and imaging apoptosis.

Human LADC cell lines (NCI-H23, NCI-H441, NCI-H1792, and A549) were transfected with specific small interfering RNAs (siRNAs) against the *JUND* gene, using Lipofectamine RNAiMAX and 25 nM of each siRNA according to the manufacturer’s instructions (Dharmacon) (42). Detection of caspase-3 activity in cells was achieved through incubation with the cell-permeable caspase-3 substrate DEVD-NucView488 generated in-house by the Peptide Chemistry Laboratory as described (43). Forty-eight to 72 hours later, caspase-3 enzyme activity was detected using fluorescence microscopy, and cell number was counted using an automated cell counter.

### Crispr/Cas9 deletion of JunD.

Guide RNA sequences targeting murine JunD were designed using the CHOPCHOP design tool (http://chopchop.cbu.uib.no). Two guide RNAs were designed with a spanning sequence of 200 bp. Guide RNA sequences were cloned into px458 and px459 (Addgene plasmids 48138 and 48139, respectively). *KP* cells were transiently cotransfected with both guide RNAs, and 48 hours after transfection, cells were selected with 4 μg/mL puromycin for 72 hours. Single clones were then propagated in medium lacking puromycin and analyzed by immunoblot.

### RNA-Seq/GSEA.

*KP* and *JKP* cells were lysed with 600 μL 1% β-Mercaptoethanol in buffer RLT (QIAGEN). RNA was extracted using the RNeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions. mRNA-Seq libraries were prepared using TruSeq RNA Library Preparation Kit v2 (Illumina) according to the manufacturer’s instructions. Libraries were sequenced using the HiSeq2500 systems (Illumina). Sequenced reads were mapped and quantified to mm10 whole genome and refseq transcript RSEM v1.2.11 (including Bowtie v2.1.0) with parameters --bowtie2-sensitivity-level very_sensitive --estimate-rspd. RNA-Seq data were deposited in the Gene Expression Omnibus repository under accession number GSE87387.

GSEA was performed on the transcription profile of *KP* and *JKP* cells with the software GSEA v4.0.3. The settings in analyses were: number of permutations = 1000, permutation type = gene set. The following gene set databases were used: Hallmarks and Biocarta.

### Human study approval and lung tumor analysis.

Human biological samples were collected, stored, and managed by the Cordoba node belonging to the Biobank of the Andalusian Health Service (Servicio Andaluz de Salud — SAS) and approved by the Ethics and Clinical Research Committee of the University Hospital Reina Sofia. All subjects gave informed consent. Pathologists assessed all samples before use. mRNA extracted from the samples was analyzed by quantitative PCR. The primers were as follows: Actin forward, 5′‑GAAAATCTGGCACCACACCT‑3′, and reverse, 5′‑TAGCACAGCCTGGATAGCAA‑3′; JUN forward, 5′‑CCAAAGGATAGT GCGATGTTT‑3′, and reverse, 5′‑CTGTCCCTCTCCACTGCAAC‑3′; JUND forward, 5′‑CAGCGAGGAGCAGGAGTT‑3′, and reverse, 5′‑GAGCTGGTTCTGCTTGTGTAAAT‑3′.

### Statistics.

To analyze tumor area and tumor cell proliferation, a 2-tailed Welch’s *t* test was used to compare data from 2 different genotypes. This test does not assume equal variances and performs better when sample sizes are unequal. One-way or 2-way ANOVA was used to compare data from 3 or more different groups. Data distribution was not formally analyzed. Estimates of variation (range, SD, or SEM as specified in the figure legends) are given in the figures. A *P* value less than 0.05 was considered significant.

### Study approval.

All animal experiments were approved by the Francis Crick Institute Animal Ethics Committee and conformed to UK Home Office regulations under the Animals (Scientific Procedures) Act 1986 including Amendment Regulations 2012. Human biological samples were collected, stored, and managed by the Cordoba node belonging to the Biobank of the Andalusian Health Service (Servicio Andaluz de Salud — SAS) and approved by the Ethics and Clinical Research Committee of the University Hospital Reina Sofia. All subjects gave informed consent.

## Author contributions

Conceptualization was contributed by EJR, LL, MED, and AB. Methodology was contributed by JD. Formal analysis was contributed by GK. Investigation was contributed by EJR, LL, MED, AC, EMR, CDC, JDH, BSD, and EN. Resources were contributed by JDH and JPD. Writing and draft preparation were contributed by EJR, MED, and AB. Supervision was contributed by AB. Funding acquisition was contributed by AB.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
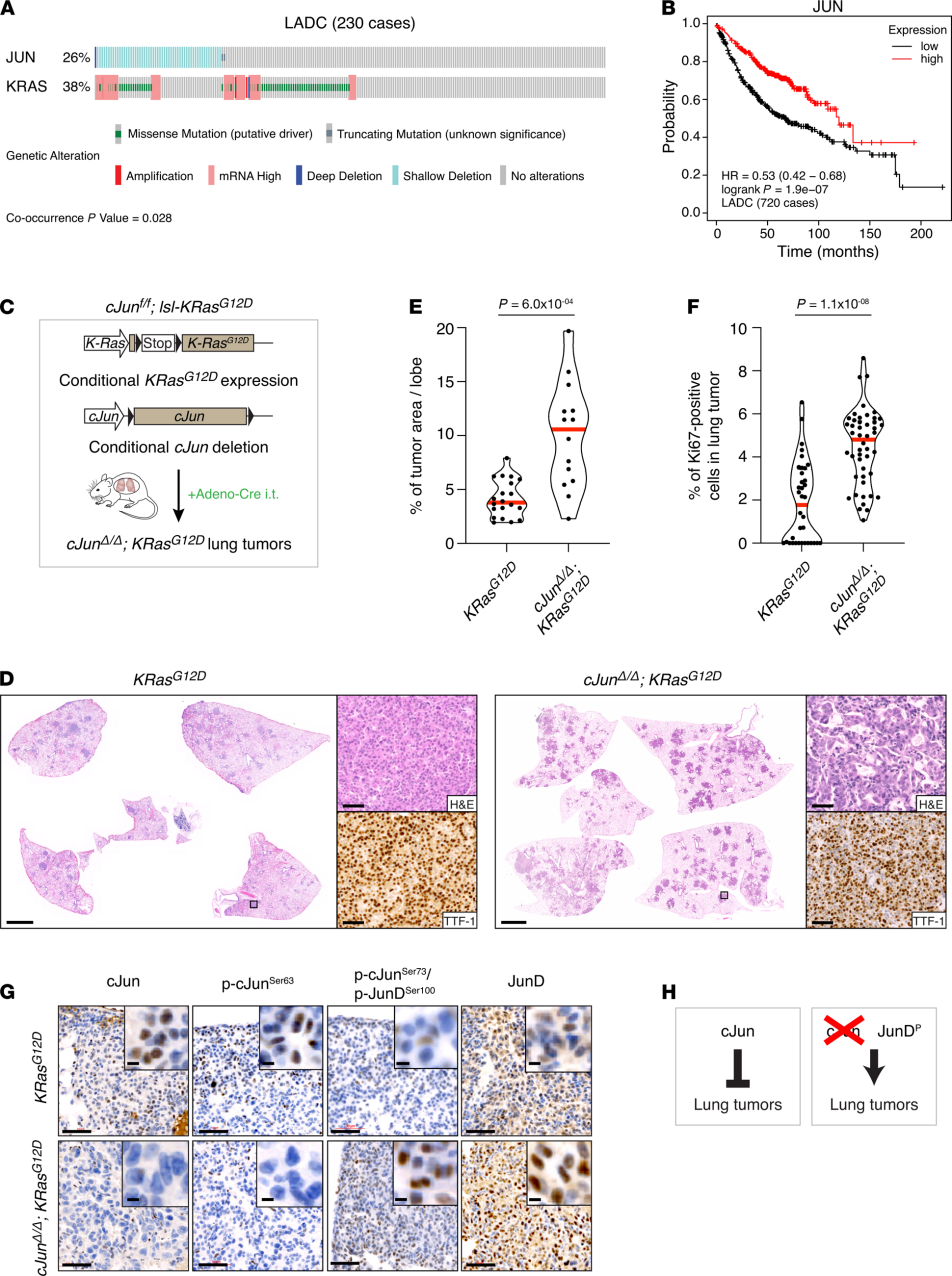
c-Jun is tumor suppressive in the KRasG12D lung adenocarcinoma model. (**A**) Genetic alterations in *JUN* and *KRAS* genes in human LADC. Each column represents a tumor sample (*n* = 230). Data from TCGA were analyzed using cBioportal software. (**B**) Kaplan-Meier plot showing the association between *JUN* expression and patient survival. Analysis performed using KM plotter lung cancer database (cut-off median). (**C**) Schematic representation of *c-Jun^fl/fl^*; *lsl-KRas^G12D^* mouse model. Conditional c-Jun deletion and K-Ras^G12D^ expression in the lung was induced by intratracheal intubation (i.t.) with adenovirus carrying Cre recombinase (Adeno-Cre). LoxP (locus of recombination) sites are indicated by black triangles. LSL, stop cassette flanked by 2 loxP sites. (**D**) H&E and TTF-1 antibody stains of lung sections from mice of the indicated genotypes, 12 weeks after intubation. Scale bars: 2 mm (whole sections), 50 μm (magnified tumor areas). (**E**) Quantification of the tumor burden in whole lungs isolated from *K-Ras^G12D^* (4 mice/20 lobes) and *c-Jun^Δ/Δ^*; *K-Ras^G12D^* (3 mice/14 lobes) mice. Dots, individual lobes; red horizontal line, median. *P* values calculated using unpaired *t* test with Welch’s correction. (**F**) Violin plots quantifying the percentage of Ki67^+^ cells in lung tumors from mice of the indicated genotypes. *K-Ras^G12D^* (4 mice/36 tumors) and *c-Jun^Δ/Δ^*; *K-Ras^G12D^* (3 mice/48 tumors). Each data point represents one tumor. Red horizontal line, median. *P* values calculated using unpaired *t* test with Welch’s correction. (**G**) c-Jun, phospho–c-JunSer63, phospho–c-JunSer73/phospho-JunDSer100, and JunD antibody stains of lung tumors from mice of the indicated genotypes. Scale bars: 50 μm, 5 μm (inset). (**H**) Schematic summary: c-Jun is tumor-suppressor (left). In the absence of c-Jun, K-Ras–dependent tumors increase, possibly through activation of JunD (right). JunD^P^, phospho-JunD.

**Figure 2:**
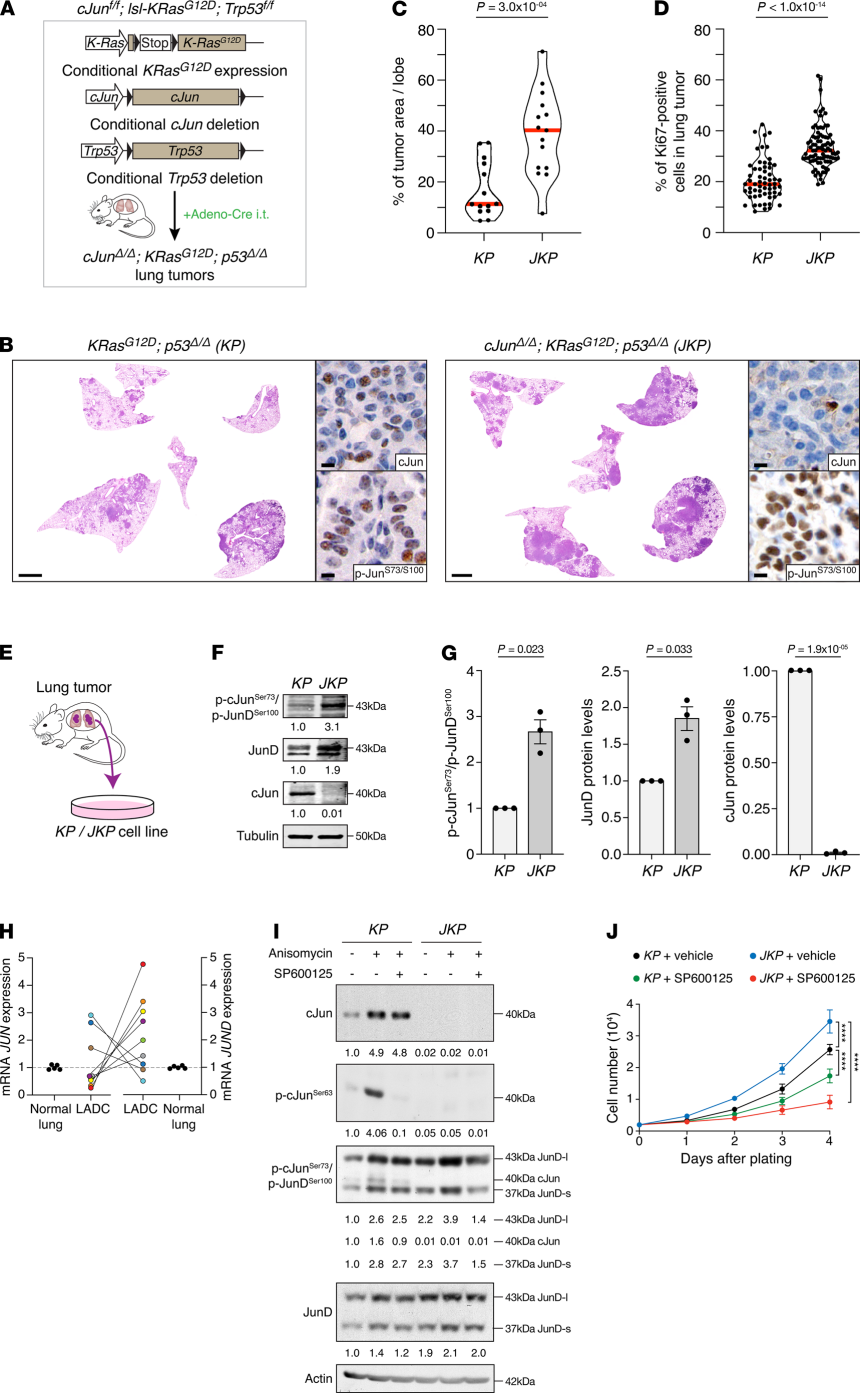
JunD phosphorylation is increased in c-Jun–null cells, which are more sensitive to JNK inhibition. (**A**) Schematic representation of *c-Jun^fl/fl^*; *lsl-KRas^G12D^*; *p53^fl/fl^* mouse model. Conditional c-Jun and p53 deletions and K-Ras^G12D^ expression in the lung was induced by intratracheal intubation (i.t.) with adenovirus carrying Cre recombinase (Adeno-Cre). (**B**) H&E, c-Jun, and phospho–c-JunSer73/phospho-JunDSer100 stains of lung tumors from mice of the indicated genotypes, 10 weeks after intubation. Scale bars: 2 mm (whole sections), 5 μm (inset). (**C**) Quantification of the tumor burden in whole lungs isolated from *KP* (3 mice/14 lobes) and *JKP* (3 mice/15 lobes) mice. Dots, individual lobes; red horizontal line, median. *P* values calculated using unpaired *t* test with Welch’s correction. (**D**) Violin plots quantifying the percentage of Ki67^+^ cells in lung tumors from mice of the indicated genotypes. *KP* (3 mice/60 tumors) and *JKP* (3 mice/85 tumors). Dots, individual lobes; red horizontal line, median. *P* values calculated using unpaired *t* test with Welch’s correction. (**E**) Lung tumor cells from *KP* and *JKP* mice were isolated and cultured in vitro. (**F** and **G**) Immunoblot analysis (**F**) and quantification (**G**) of *KP* and *JKP* cells probed for phospho–c-JunSer73/phospho-JunDSer100, JunD, and c-Jun. The results are expressed as mean ± SEM (*n* = 3 per group). Unpaired *t* test with Welch’s correction. (**H**) Relative mRNA expression of *JUN* and *JUND* in normal lung tissue (*n* = 5) and LADC (*n* = 9) patient samples measured by RT-PCR. Comparison of *JUN* and *JUND* mRNA expression between matched LADC patient samples. (**I**) Immunoblot analysis of *KP* and *JKP* cells with and without anisomycin and JNK inhibitor (SP600125) treatments. (**J**) *KP* and *JKP* cells were cultured with and without JNK inhibitor (SP600125), and proliferation was measured by counting the number of cells. Graph shows means ± SD; ****P < 0.0001, *P* values calculated using 2-way ANOVA with Tukey’s multiple-comparison test.

**Figure 3:**
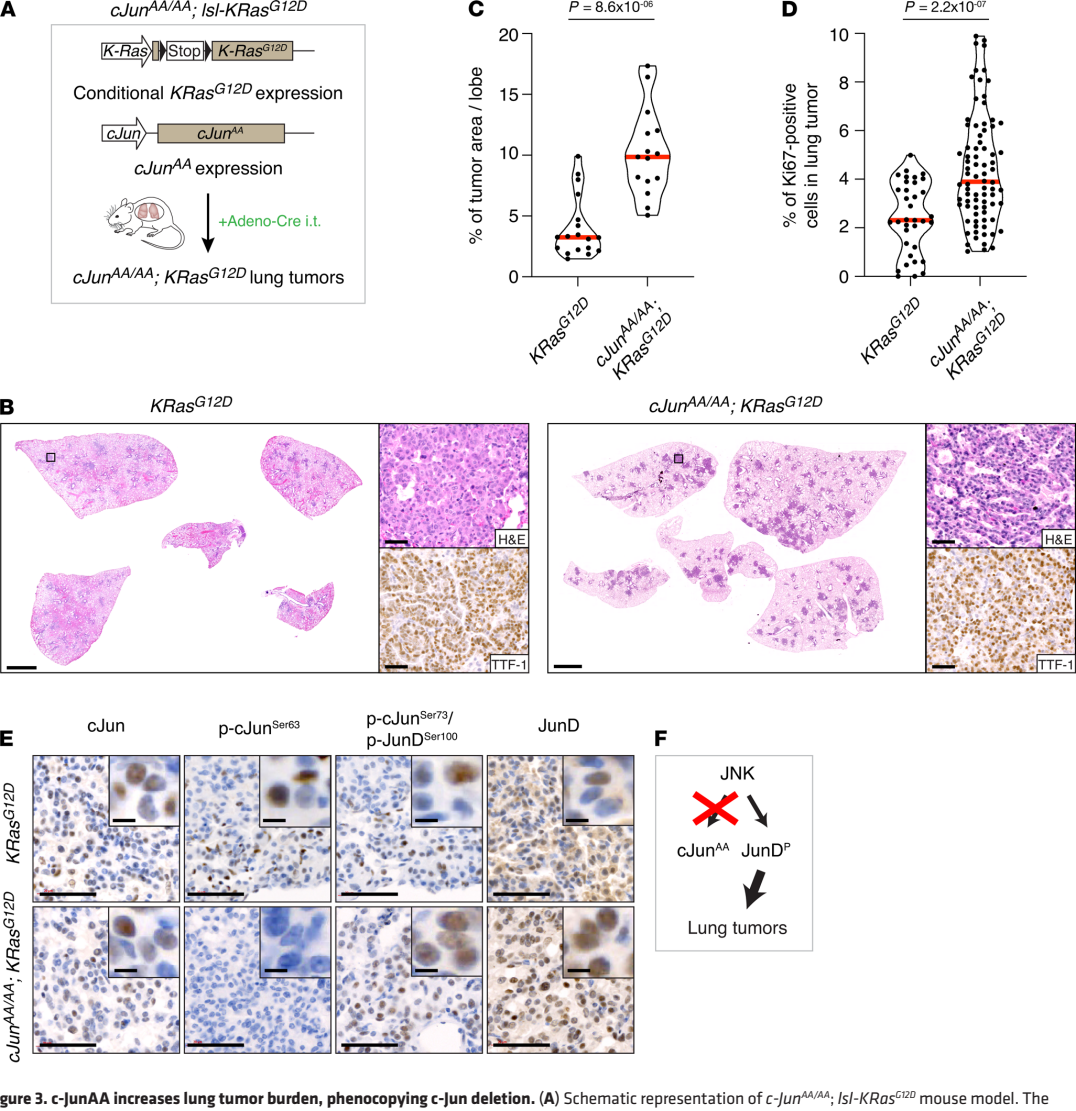
c-JunAA increases lung tumor burden, phenocopying c-Jun deletion. (**A**) Schematic representation of *c-Jun^AA/AA^*; *lsl-KRas^G12D^* mouse model. The c-JunAA allele lacks the JNK phosphorylation sites Ser63 and Ser73. Expression of K-Ras^G12D^ was induced by intratracheal intubation (i.t.) with adenovirus carrying Cre recombinase (Adeno-Cre). LSL, stop cassette flanked by 2 loxP (locus of recombination) sites. (**B**) H&E and TTF-1 antibody stains of lung sections from mice of the indicated genotypes, 12 weeks after intubation. Scale bars: 2 mm (whole sections), 50 μm (magnified areas). (**C**) Quantification of the tumor burden in whole lungs isolated from *K-Ras^G12D^* (4 mice/18 lobes) and *c-Jun^AA/AA^*; *K-Ras^G12D^* (3 mice/15 lobes) mice. Dots, individual lobes; red horizontal line, median. *P* values calculated using unpaired *t* test with Welch’s correction. (**D**) Violin plots quantifying the percentage of Ki67^+^ cells in lung tumors from mice of the indicated genotypes. *K-Ras^G12D^* (3 mice/35 tumors) and *c-Jun^AA/AA^*; *K-Ras^G12D^* (3 mice/80 tumors). Each data point represents 1 tumor. Red horizontal line, median. *P* values calculated using unpaired *t* test with Welch’s correction. (**E**) c-Jun, phospho–c-JunSer63, phospho–c-JunSer73/phospho-JunDSer100, and JunD antibody stains of lung tumors from mice of the indicated genotypes. Scale bars: 50 μm, 5 μm (inset). (**F**) Schematic summary: Blocking JNK phosphorylation of c-Jun increases oncogenic K-Ras–dependent lung tumor burden, similar to the effects of c-Jun deletion, possibly via increased phosphorylation of JunD.

**Figure 4:**
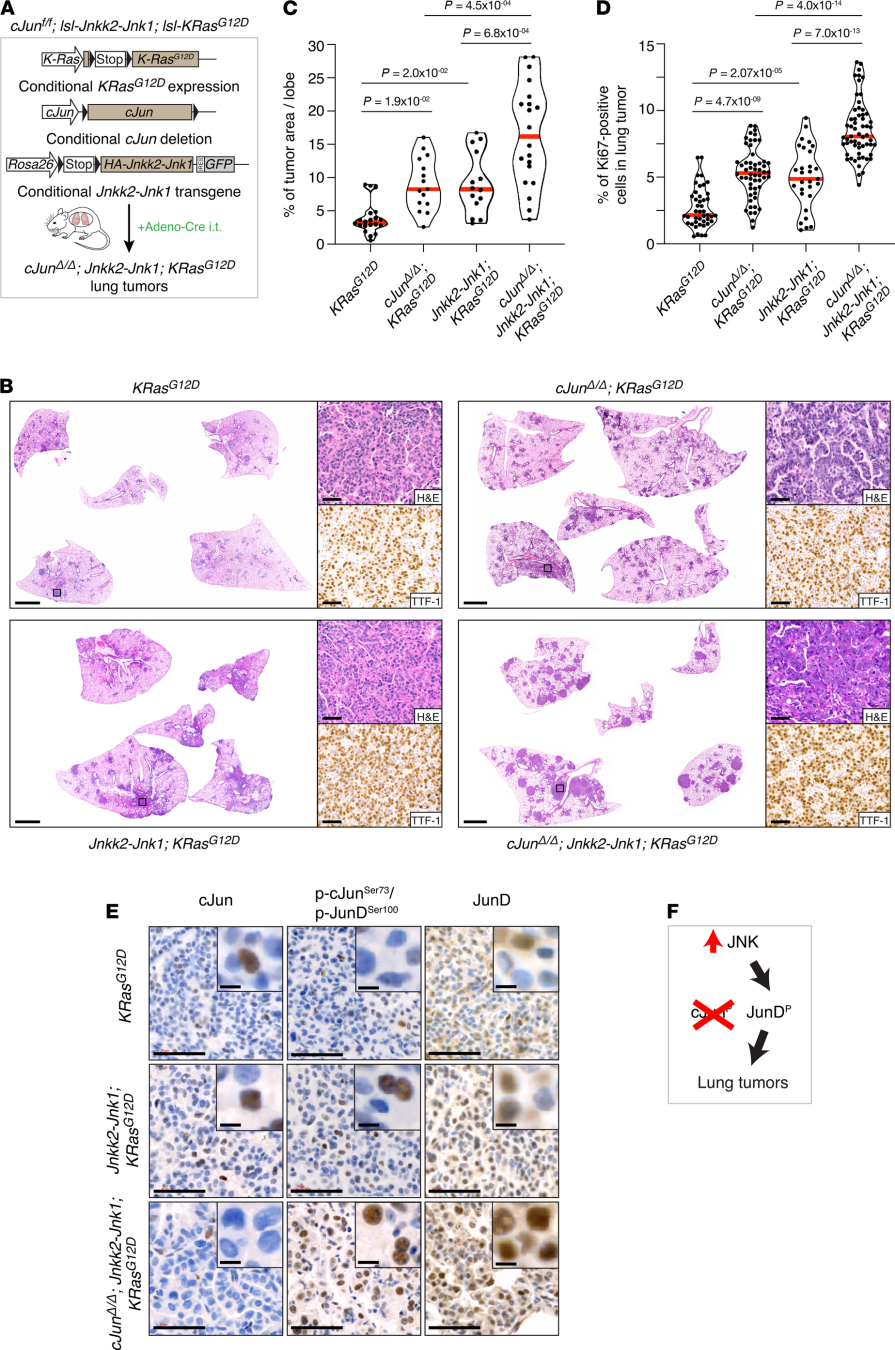
JNK activity is protumorigenic in the absence of c-Jun. (**A**) Schematic representation of *c-Jun^fl/fl^; lsl-Jnkk2-Jnk1; lsl-K-Ras^G12D^* mouse model. Conditional c-Jun deletion and expression of K-Ras^G12D^ and the Jnkk2-Jnk1 transgene (described in Supplemental Figure 3) in the lung was induced by intratracheal intubation (i.t.) with adenovirus carrying Cre recombinase (Adeno-Cre). LSL, stop cassette flanked by 2 loxP (locus of recombination) sites (black triangles); IRES, internal ribosome entry site. (**B**) H&E and TTF-1 antibody stains of lung sections from mice of the indicated genotypes, 12 weeks after intubation. Scale bars: 2 mm (whole sections), 50 μm (magnified areas). (**C**) Quantification of the tumor burden in whole lungs isolated from *K-Ras^G12D^* (4 mice/20 lobes), *c-Jun^Δ/Δ^*; *K-Ras^G12D^* (3 mice/15 lobes)*, Jnkk2-Jnk1*; *K-Ras^G12D^* (3 mice/14 lobes)*,* and *c-Jun^Δ/Δ^*; *Jnkk2-Jnk1; K-Ras^G12D^* (4 mice/20 lobes) mice. Dots, individual lobes; red horizontal line, median. *P* values calculated using 1-way ANOVA with Tukey’s multiple-comparison test. (**D**) Violin plots quantifying the percentage of Ki67^+^ cells in lung tumors from mice of the indicated genotypes. *K-Ras^G12D^* (4 mice/43 tumors), *c-Jun^Δ/Δ^*; *K-Ras^G12D^* (3 mice/54 tumors)*, Jnkk2-Jnk1*; *K-Ras^G12D^* (3 mice/29 tumors)*,* and *c-Jun^Δ/Δ^*; *Jnkk2-Jnk1; K-Ras^G12D^* (4 mice/59 tumors). Each data point represents 1 tumor. Red horizontal line, median. *P* values calculated using 1-way ANOVA with Tukey’s multiple-comparison test. (**E**) c-Jun, phospho–c-JunSer73/phospho-JunDSer100, and JunD antibody stains of lung tumors from mice of the indicated genotypes. Scale bars: 50 μm, 5 μm (inset). (**F**) Schematic summary: JNK overexpression in the absence of c-Jun promotes oncogenic K-Ras–dependent tumorigenesis.

**Figure 5:**
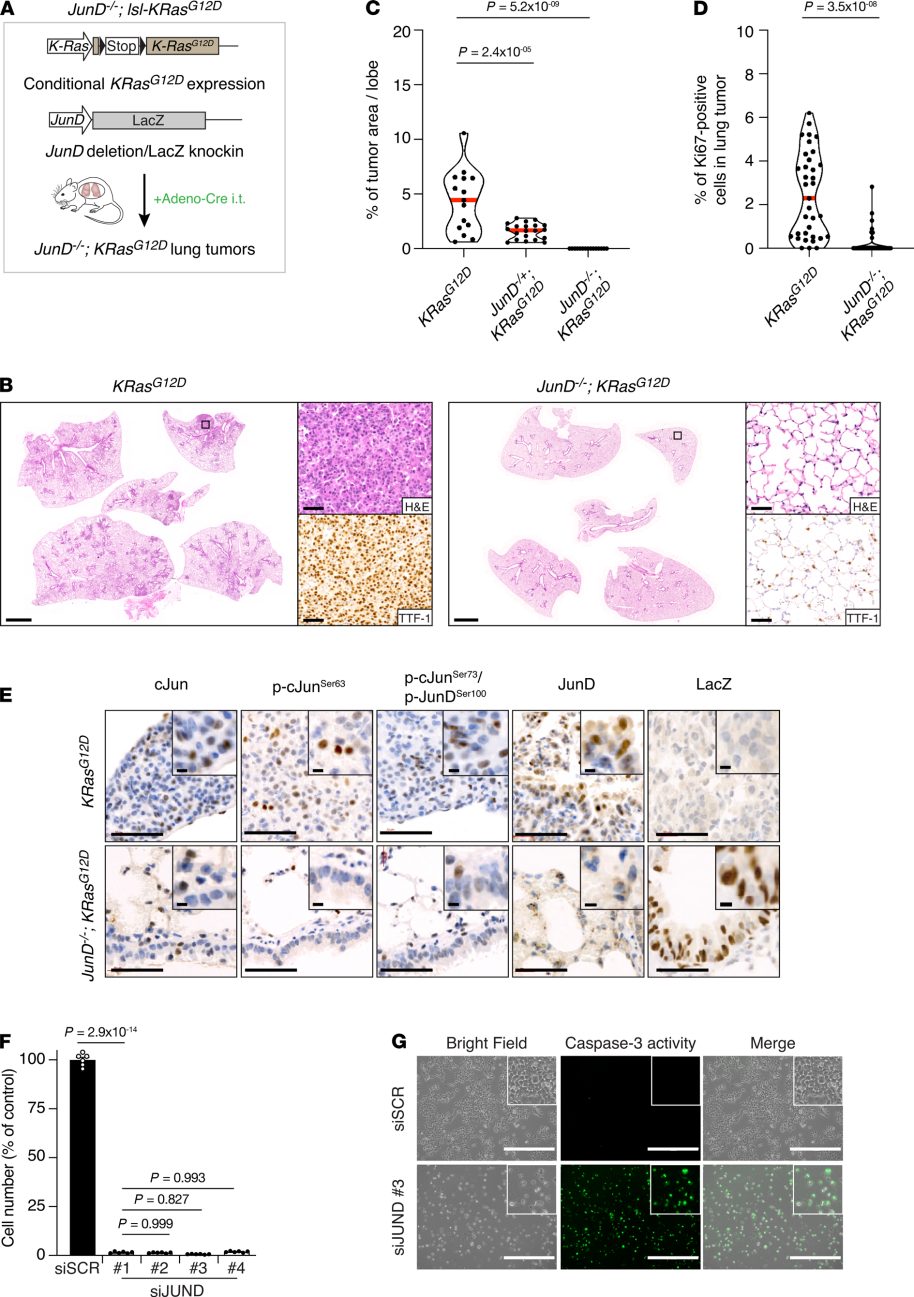
JunD is required for Ras-driven lung tumorigenesis. (**A**) Schematic representation of *JunD^–/–^*; *lsl-KRas^G12D^* mouse model. K-Ras^G12D^ expression was induced by intratracheal intubation (i.t.) with adenovirus carrying Cre recombinase (Adeno-Cre). LSL, stop cassette flanked by 2 loxP (locus of recombination) sites. (**B**) H&E and TTF-1 antibody stains of lung sections from mice of the indicated genotypes, 12 weeks after intubation. Scale bars: 2 mm (whole sections), 50 μm (magnified areas). (**C**) Quantification of the tumor burden in whole lungs isolated from *K-Ras^G12D^* (3 mice/15 lobes), *JunD^–/+^*; *K-Ras^G12D^* (4 mice/20 lobes)*,* and *JunD^–/–^*; *K-Ras^G12D^* (3 mice/15 lobes) mice. Dots, individual lobes; red horizontal line, median. *P* values calculated using 1-way ANOVA with Tukey’s multiple-comparison test. (**D**) Violin plots quantifying the percentage of Ki67^+^ cells in lung tumors from mice of the indicated genotypes. *K-Ras^G12D^* (3 mice/35 tumors), *JunD^–/–^*; *K-Ras^G12D^* (3 mice/67 untransformed lung regions). Each data point represents 1 untransformed area or tumor. Red horizontal line, median. *P* values calculated using unpaired *t* test with Welch’s correction. (**E**) c-Jun, phospho–c-JunSer63, phospho–c-JunSer73/phospho-JunDSer100, JunD, and LacZ antibody stains of lung tumors from mice of the indicated genotypes. Scale bars: 50 μm, 5 μm (inset). (**F**) Graph showing the difference in cell proliferation between control (Scramble) and siJUND-transfected human NCI-H23 LADC cells. Graph indicates mean ± SEM. *P* values calculated using 1-way ANOVA with Tukey’s multiple-comparison test. (**G**) Impaired cell growth in siJUND-transfected NCI-H23 LADC cells is associated with apoptotic cell death based on the DEVD-NucView488 Caspase-3 dye that detects caspase-3 activity. Scale bars: 400 μm.

## Version 1 07/08/2021

Electronic publication

# Supplementary material for: JunD, not c-Jun, is the AP-1 transcription factor required for Ras-induced lung cancer
**Source:** JCI Insight. 2021 Jul 8;6(13):e124985. doi: 10.1172/jci.insight.124985

JunD, not c-Jun, is the AP-1 transcription factor required for Ras-induced lung cancer

E. Josue Ruiz¹, Linxiang Lan¹, Markus Diefenbacher^{1,2}, Eva Madi Riising^{1,3}, Clive Da Costa¹, Atanu Chakraborty^{1,4}, Joerg Hoeck^{1,5}, Bradley Spencer-Dene^{6,7}, Gavin Kelly⁸, Jean-Pierre David⁹, Emma Nye⁶, Julian Downward¹⁰, and Axel Behrens^{1,11,12,13*}

⁴Present address: AstraZeneca, B310 Cambridge Science Park, Milton Road, Cambridge CB4 0WG, U.K.

⁷Present address: GlaxoSmithKline Non-Clinical Histology, Bioimaging, Stevenage, U.K.

Short title: JunD is required for Ras-induced lung cancer

Supplemental Figure Legends

Supplemental Figure 1 (relates to Figure 1): Classification of lung tumors observed in Isl-KRas^{G12D} and c-Jun^{f/f}; K-Ras^{G12D} mice.

(A) Quantification of lung tumor types in control (*K-Ras*^{G12D}, 4 mice) and c-Jun-deleted (*c-Jun*^{Δ/Δ}; *K-Ras*^{G12D}, 3 mice) mice at 12 weeks post-intubation. LADC, lung adenocarcinoma; LSCC, lung squamous cell carcinoma; SCLC, small cell lung cancer.

(B) Ki67 antibody stains of lung tumor sections from mice of the indicated genotypes, 12 weeks post-intubation. Arrowheads indicate Ki67-positive cells. Scale bars: 100 μm.

(C) H&E stained sections of lung tumors (left panel) and quantification (right panel) of lung tumor grades identified in *K-Ras*^{G12D} and *c-Jun*^{Δ/Δ}; *K-Ras*^{G12D} mice. Scale bars: 50 μm.

(D) H&E, TTF-1 and HMGA2 immunohistochemistry in *c-Jun*^{Δ/Δ}; *K-Ras*^{G12D} tumors. Scale bars: 100 μm.

(E) Example of lepidic predominant adenocarcinoma (formerly bronchioloalveolar carcinoma, BAC) lesions (enlarged in a' and b') found in *c-Jun*^{Δ/Δ}; *K-Ras*^{G12D} mice. Scale bars: 1 mm (left panel), 100 μm (right panels).

Supplemental Figure 2 (relates to Figure 2): Validation of tumorigenic potential of cultured *KP* and *JKP* tumor cells by orthotopic transplant into host mice.

(A) Ki67 antibody stains of lung tumor sections from *K-Ras*^{G12D}; *p53*^{f/f} (*KP*) and *c-Jun*^{f/f}; *K-Ras*^{G12D}; *p53*^{f/f} (*JKP*) mice, 10 weeks post-intubation. Scale bars: 200 μm.

(B) Experimental strategy: Eight-week-old Nu/Nu mice were administered with *KP* or *JKP* lung tumor cells by intratracheal intubation (i.t.) and lungs were analysed after 12 weeks.

(C) Quantification of tumor incidence in mice ($n = 10$ per group) receiving *KP* or *JKP* cells as in (B). Two independent cell clones were tested per genotype.

(D) H&E stains of lung sections from *KP* and *JKP* cell-receiving mice. Scale bars: 2 mm (whole sections), 50 μm (magnified areas).

(E) c-Jun and JunD antibody stains of lung tumors from *KP* and *JKP* cells. Scale bars: 5 μm .

(F) In vivo tumor graft growth curves of *KP* and *JKP* lung tumor cells subcutaneously injected in Nu/Nu mice ($n = 5$ each cell type). Graph shows means $\pm$ S.E.M.. P values calculated using Two-way ANOVA with Bonferroni's multiple comparisons test.

(G) Kaplan-Meier curves of *KP* and *JKP* lung tumor cells subcutaneously injected in Nu/Nu mice ($n = 5$ each cell type). Median survival: *JKP* 23 days, *KP* 36 days. P value calculated using log-rank (Mantel–Cox) test.

(H) Quantifications of immunoblot experiments display in figure 2I. Cultured *KP* and *JKP* cells were treated with or without anisomycin and JNK inhibitor (SP600125). The results are expressed as mean $\pm$ S.E.M.. P values calculated using Two-way ANOVA with Tukey's multiple comparisons test: * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$.

Supplemental Figure 3 (relates to Figure 4): Scheme depicting the generation of Jnkk2-Jnk1 transgenic mice.

(A) Schematic of the JNKK2-JNK1 fusion construct, consisting of a 3xHA tag, the human JNKK2 cDNA, 5 Gly-Gly repeats and the human JNK1 cDNA. The JNKK2-

JNK1 fusion construct was inserted into the multiple cloning site of the pENTR1ATM-vector (Life Technologies).

(B) Targeting of the genomic ROSA26 locus with the JNKK2-JNK1 vector. In the pEntry clone, the JNKK2-JNK1 construct is flanked by lambda phage integrase recognition sites (attL) and thus can be efficiently inserted into the targeting vector carrying the corresponding heterotypic sites (attR). The targeting construct consists of a 5'-ROSA26 homology arm, a splice acceptor (SA) site, a PGK-neo-STOP cassette flanked by loxP sites (LSL), the JNKK2-JNK1 fusion construct, an IRES-eGFP reporter gene, a 3'-ROSA26 homology arm and a PGK-DTA selection cassette. Screening PCR was performed using the forward primer indicated by arrow 1, 5' of the targeting construct and the reverse primer indicated by arrow 2 in the 5' region of the targeting construct. After Cre-mediated recombination, the LSL-cassette is excised and the JNKK2-JNK1 fusion construct is expressed in the genomic ROSA26 locus. For genotyping PCR, primers indicated by arrows 3 and 4 located in the eGFP reporter gene were used. Arrowheads indicate loxP sites.

(C, D) Validation of the JNKK2-JNK1 transgene. Western blot analysis of protein extracts from control *Isl-Jnkk2-Jnk1* heterozygous mice, or *Isl-Jnkk2-Jnk1* heterozygous mice crossed to a Nestin-Cre line, showing the HA-tagged JNKK2-JNK1 fusion protein (97kDa) (C) and c-Jun phosphorylated at serine 73 (D).

(E) Ki67 antibody stains of lung tumor sections from mice of the indicated genotypes, 12 weeks post-i.t.. Scale bars: 200 μ m.

(F) Phospho-JNKThr183/Tyr185 antibody stains of lung tumors from mice of the indicated genotypes. Scale bars: 50 μ m.

Supplemental Figure 4 (relates to Figure 5): JunD is required for Ras-driven tumorigenesis.

(A) Kaplan-Meier plot showing the association between *JUND* expression and patient survival. Analysis performed using KM plotter lung cancer database.

(B) Ki67 antibody stains of lung tumor sections from mice of the indicated genotypes, 12 weeks post-intubation. Arrowheads indicate Ki67-positive cells. Scale bars: 200 μ m.

(C) Cell proliferation was measured in cultured *KP* and *KPD* cells. Graph shows means $\pm$ s.d.. *** $P < 0.001$, **** $P < 0.0001$, P values calculated using Two-way ANOVA with Bonferroni's multiple comparisons test.

(D, E) In vivo tumor graft growth curves of *KP* and *KPD* cell lines subcutaneously injected in opposite flanks of immunocompromised mice ($n = 5$). Graph shows means $\pm$ S.E.M.. **** $P = 1.8 \times 10^{-14}$, P values calculated using Two-way ANOVA with Bonferroni's multiple comparisons test (D). Plots showing the weight of xenograft tumors at the end point. Mean is shown; P values calculated using Unpaired t-test with Welch's correction (E).

(F) Immunoblot analysis and quantification (G) of cultured *KP* and *KPD* cells probed for phospho-c-JunSer63, phospho-c-JunSer73/phospho-JunDSer100, c-Jun, JunD, phospho-JNKThr183/Tyr185 and JNK. Tubulin is shown as loading control. The results are expressed as mean $\pm$ S.E.M. ($n = 3$ per group). P values calculated using Unpaired t-test with Welch's correction.

Supplemental Figure 5 (relates to Figure 5): siRNA-mediated knockdown of *JUND* reduced cell growth through apoptotic cell death in human LADC cell lines

(A) Graphs showing the difference in cell proliferation between control (Scramble) and siJUND-transfected human LADC cell lines (NCI-H23, NCI-H1792, NCI-H441 and

A549). Graphs indicate mean $\pm$ S.E.M.. P values calculated using one-way ANOVA with Tukey's multiple comparisons test.

(B) siRNA-mediated knockdown of JUND decreases c-Jun protein and phospho-c-Jun levels in human LADC cell lines. Vinculin is shown as loading control.

(C) Impaired cell growth in siJUND-transfected LADC cell lines is associated with apoptotic cell death based on the DEVD-NucView488 Caspase-3 Dye that detects caspase-3 activity. Scale bars: 400 μ m.

Supplemental Figure 6 (relates to Figure 5): p38 α MAPK is active in c-Jun deficient cells.

(A) Gene set enrichment analysis of transcription data from *KP* and *JKP* cells.

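Each plot of this kind follows a running sum down a list of all genes ordered from the most higher in JKP to the most higher in KP cells. The sum goes up at each gene of the set, by a step that grows with how strongly that gene differs, and goes down at every other gene, and the enrichment score is its largest distance from zero. Genes of the set ranked up to the peak are its leading edge. From the deposited normalized counts, 16766 genes with a count in any library were ordered by the signal-to-noise ratio, a ranking that the paper's text does not name. The leading edge held 13 genes of the reactive oxygen species list, 63 of the adipogenesis list and 8 of the p38 MAPK list. The leading edge that fgsea itself returns runs past the peak for reactive oxygen species, with 21 genes, and for p38 MAPK, with 14. For adipogenesis it holds the same 63. Hhex and Fes stood first in the leading edge of the reactive oxygen species list.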

(B) Immunoblot analysis of cultured *KP* and *JKP* cells probed for phospho-p38 α , p38 α and c-Jun. Tubulin is shown as loading control.

(C) Immunoblot analysis of cultured *KP*, *KDP* and *JKP* cells probed for phospho-p38 α , p38 α , c-Jun and JunD. Tubulin is shown as loading control.

(D) *KP* and *JKP* cells were cultured with or without p38 α inhibitor (SB203580), and proliferation was measured. Graph shows means $\pm$ s.d.; ****P<0.0001, P values calculated using Two-way ANOVA with Tukey's multiple comparisons test.

(E) Positive correlation of mRNA expression of *JUND* and *MAPK14* in human lung adenocarcinoma. R: Spearman's correlation coefficient. Transcripts per million (TPM).

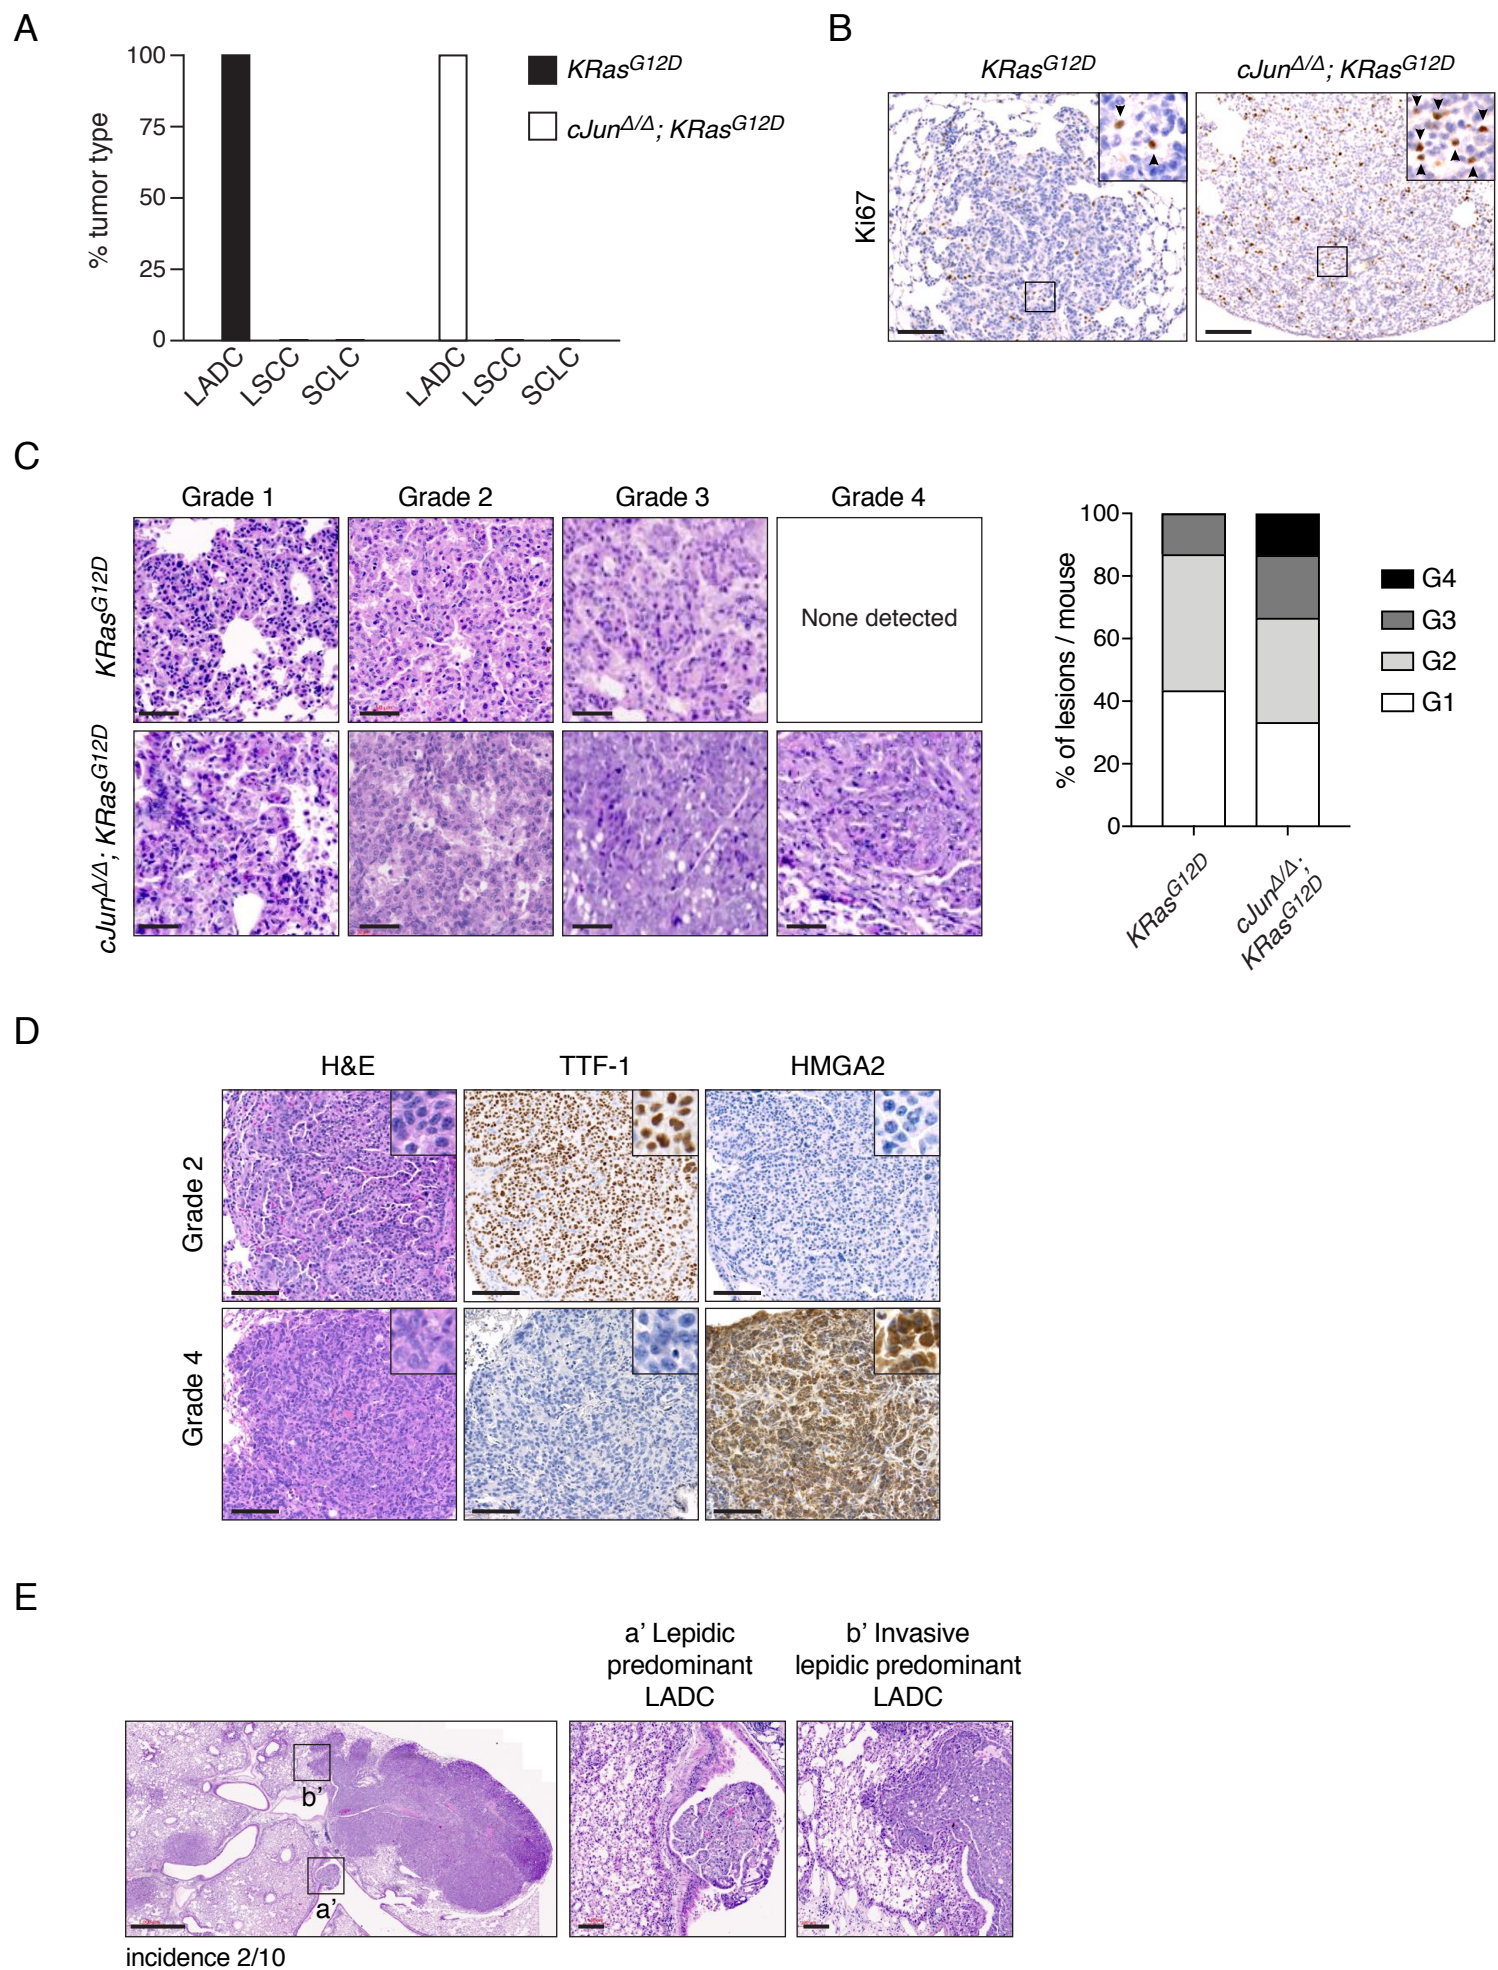

Supplemental Figure 1

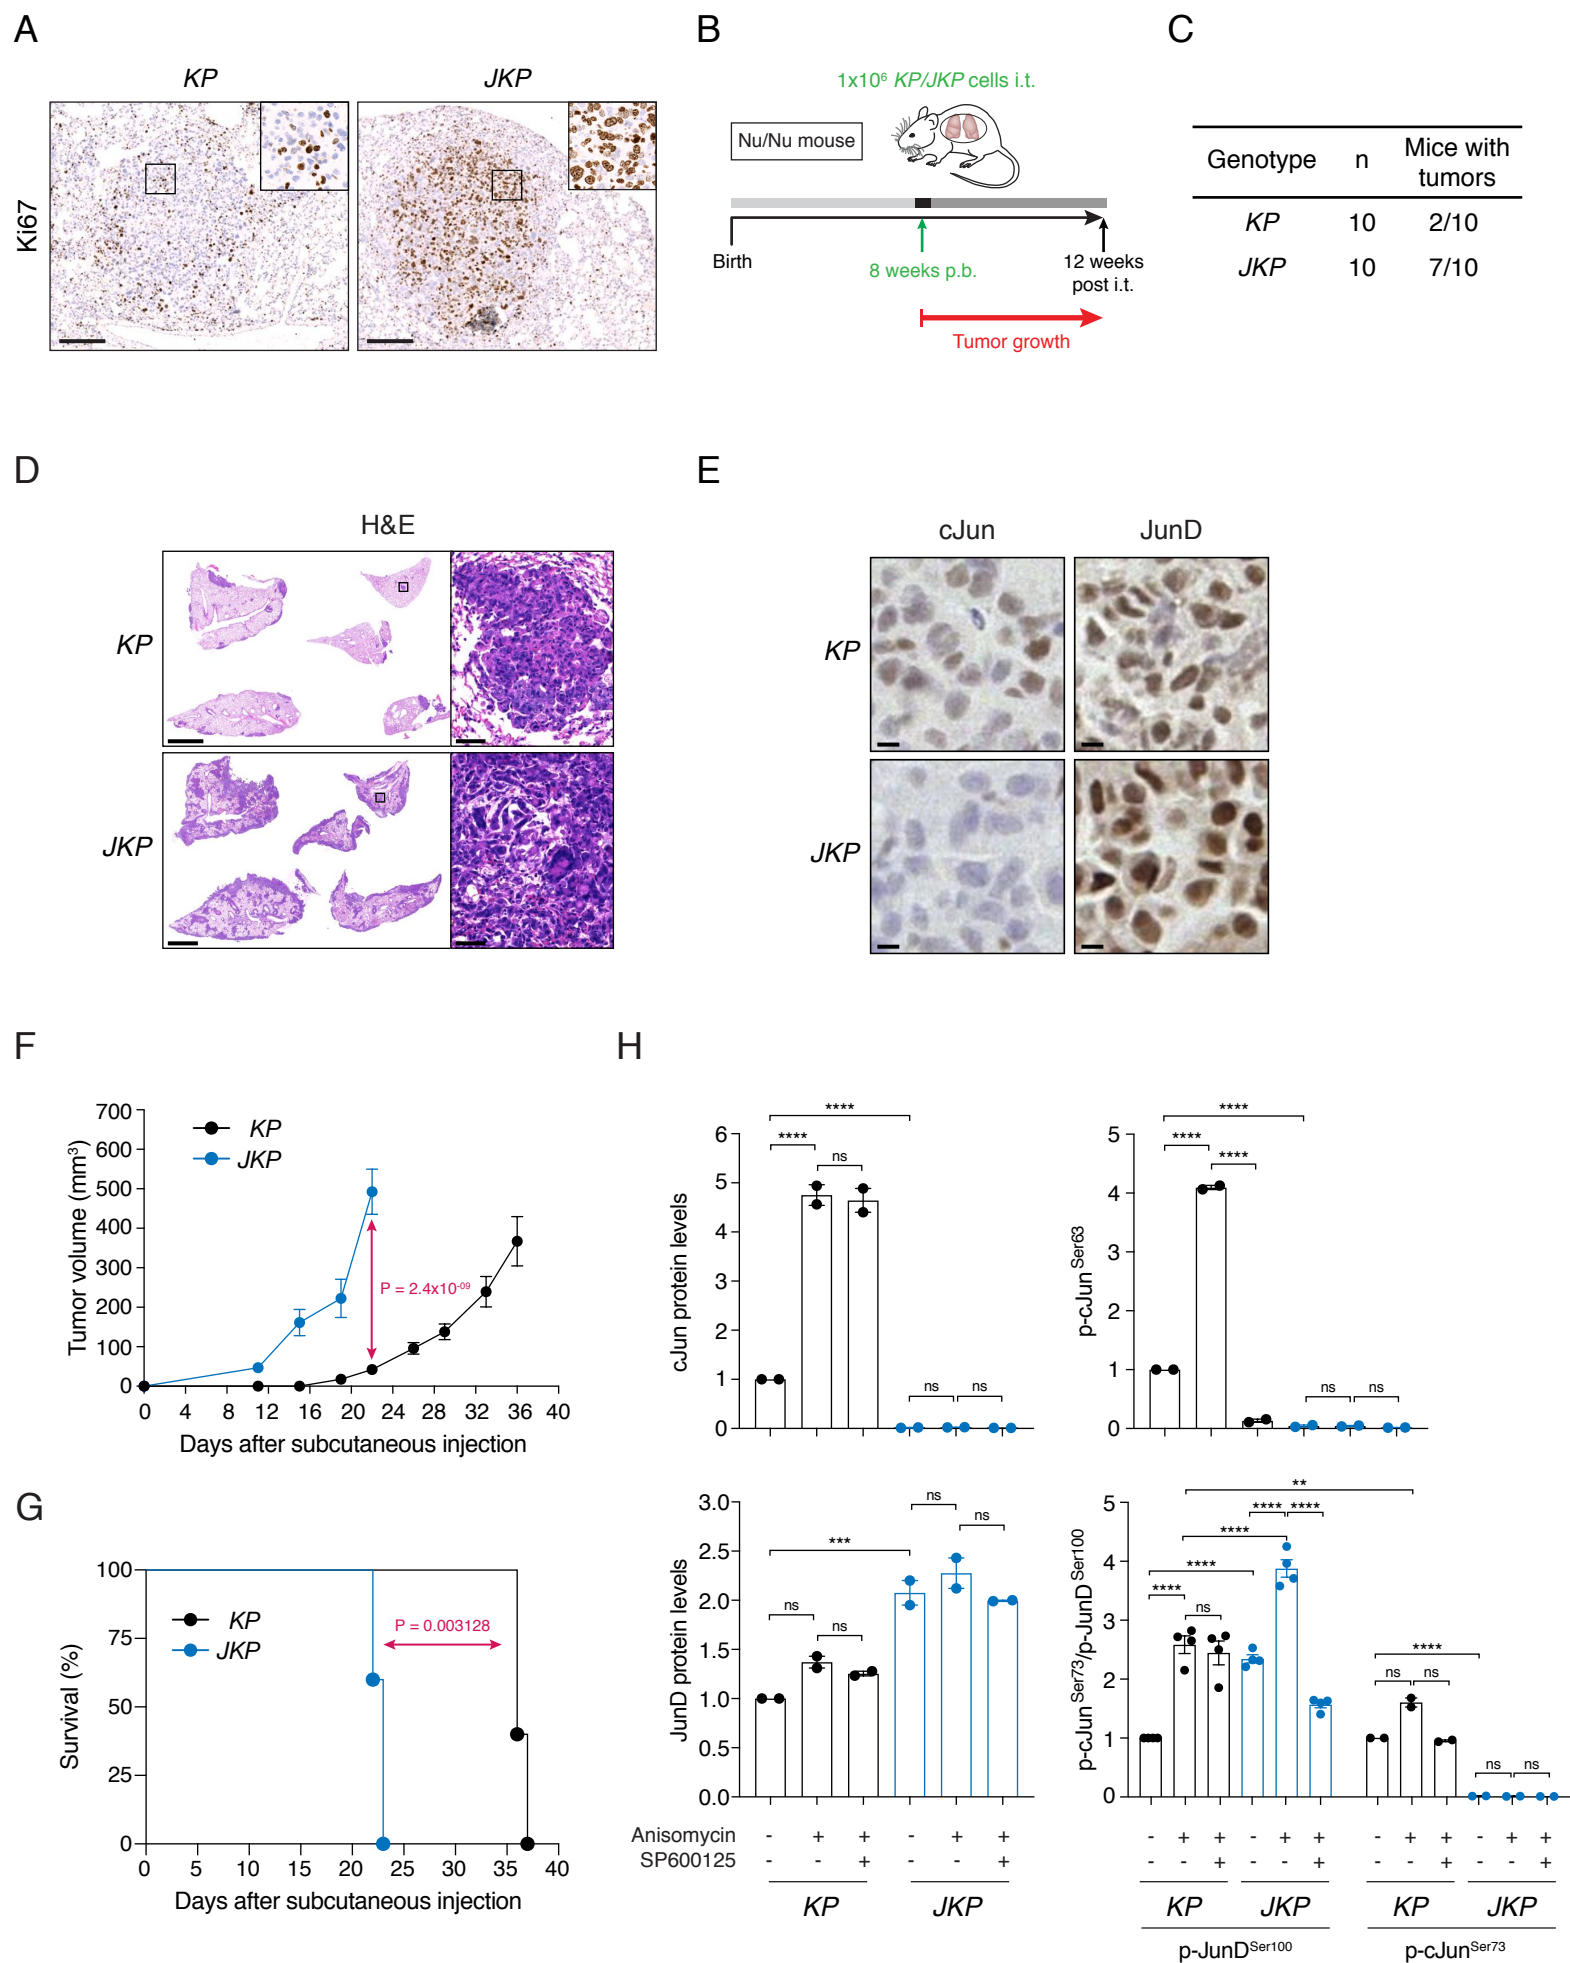

Supplemental Figure 2

A

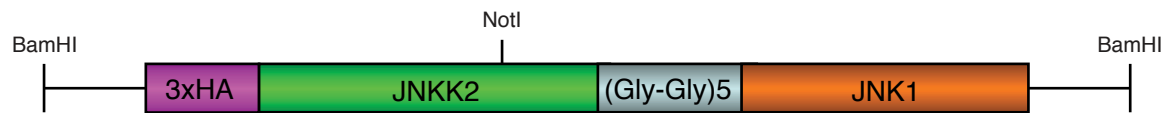

B

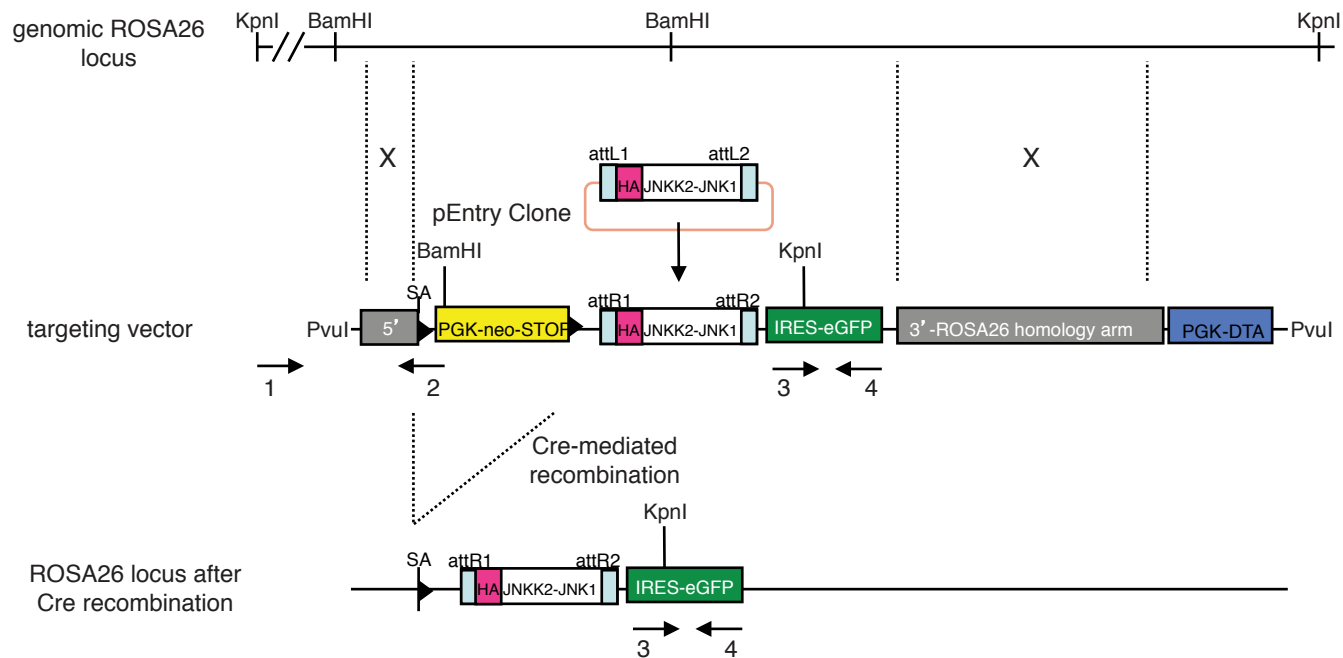

C

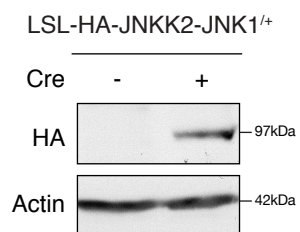

D

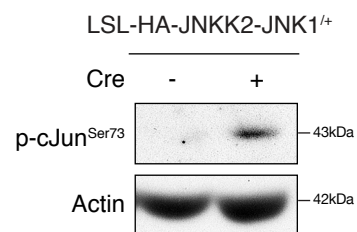

F

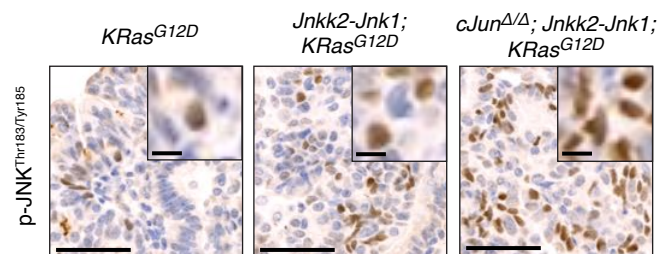

E

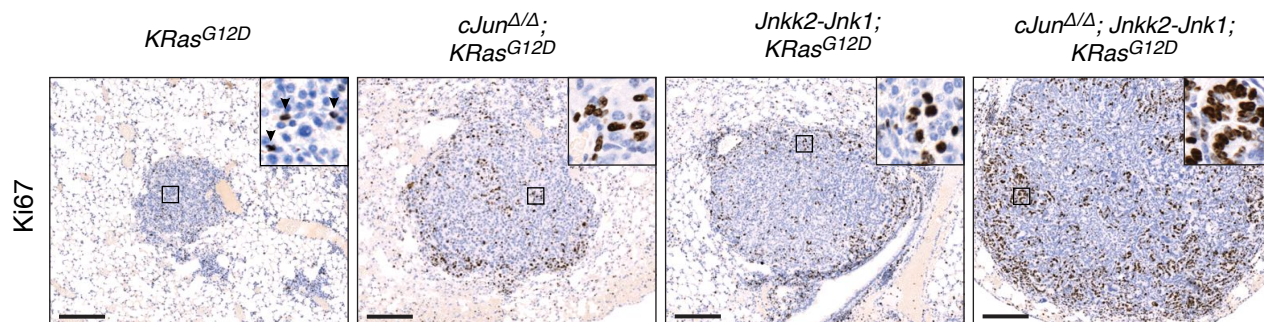

A

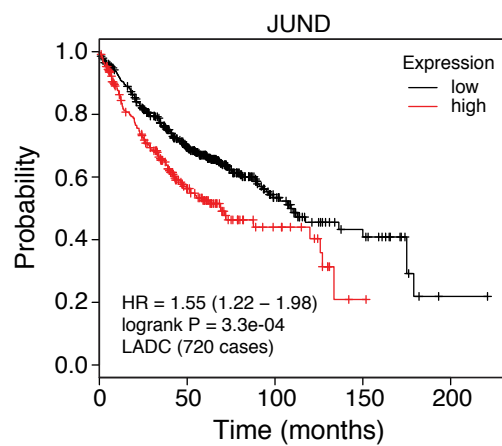

B

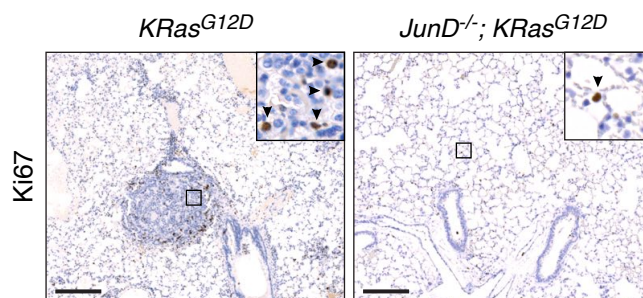

C

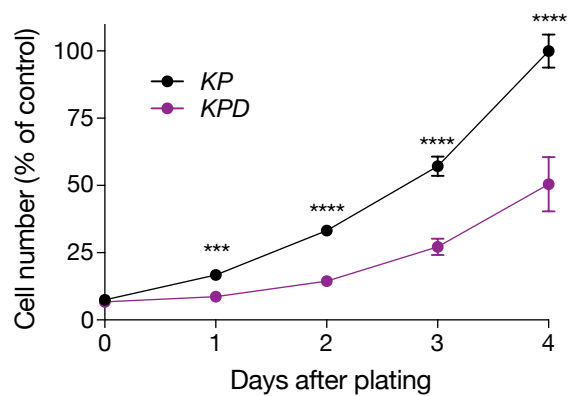

D

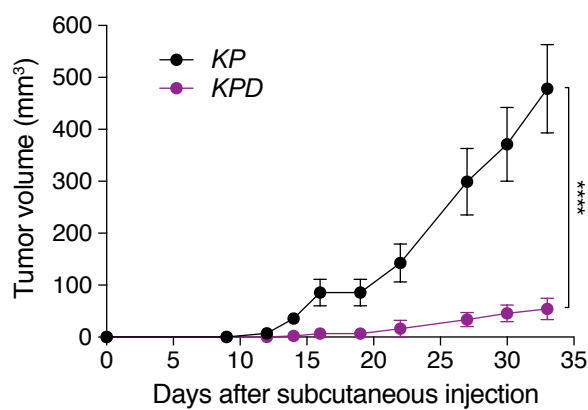

E

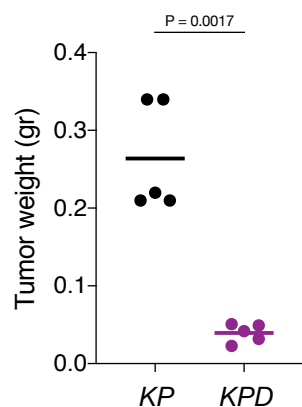

G

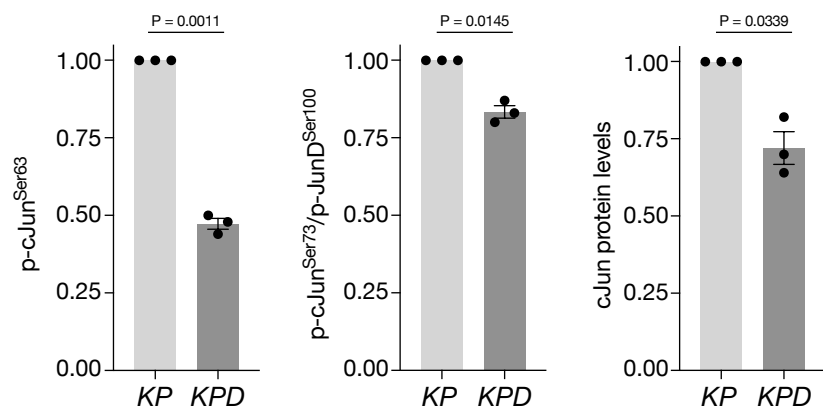

F

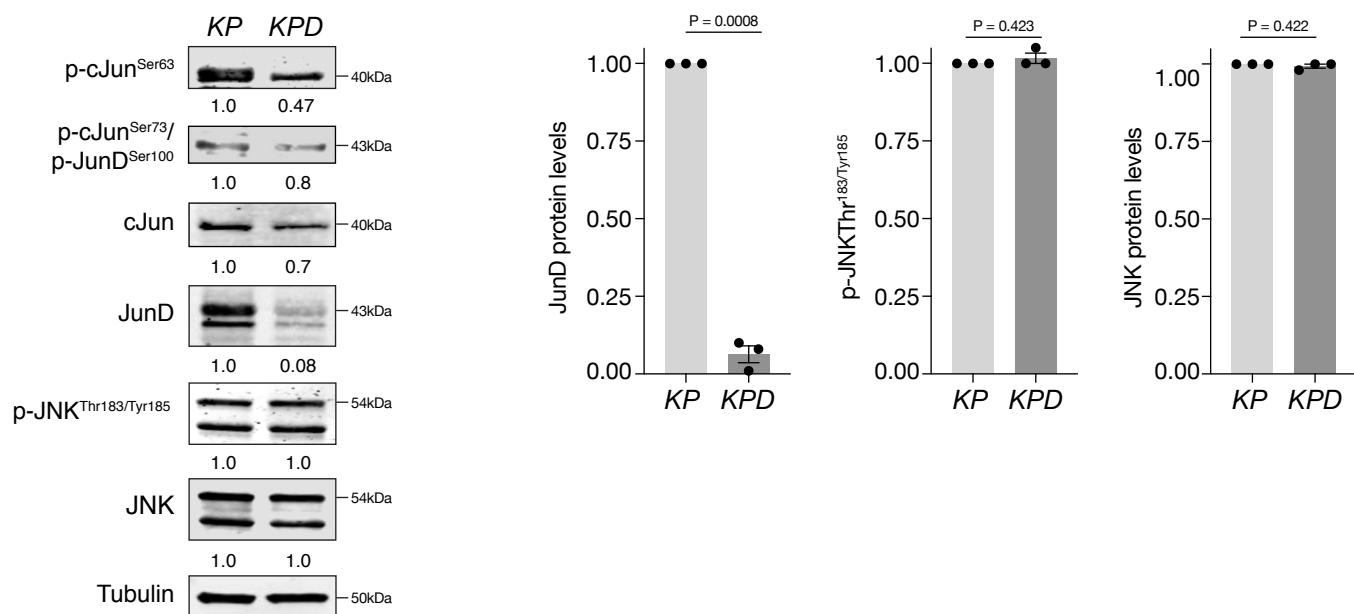

A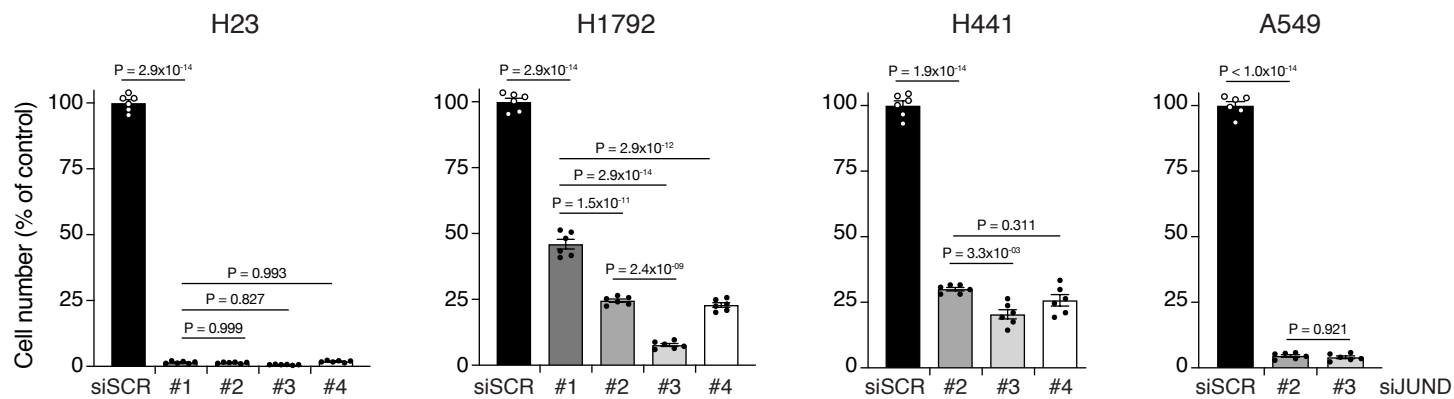**B**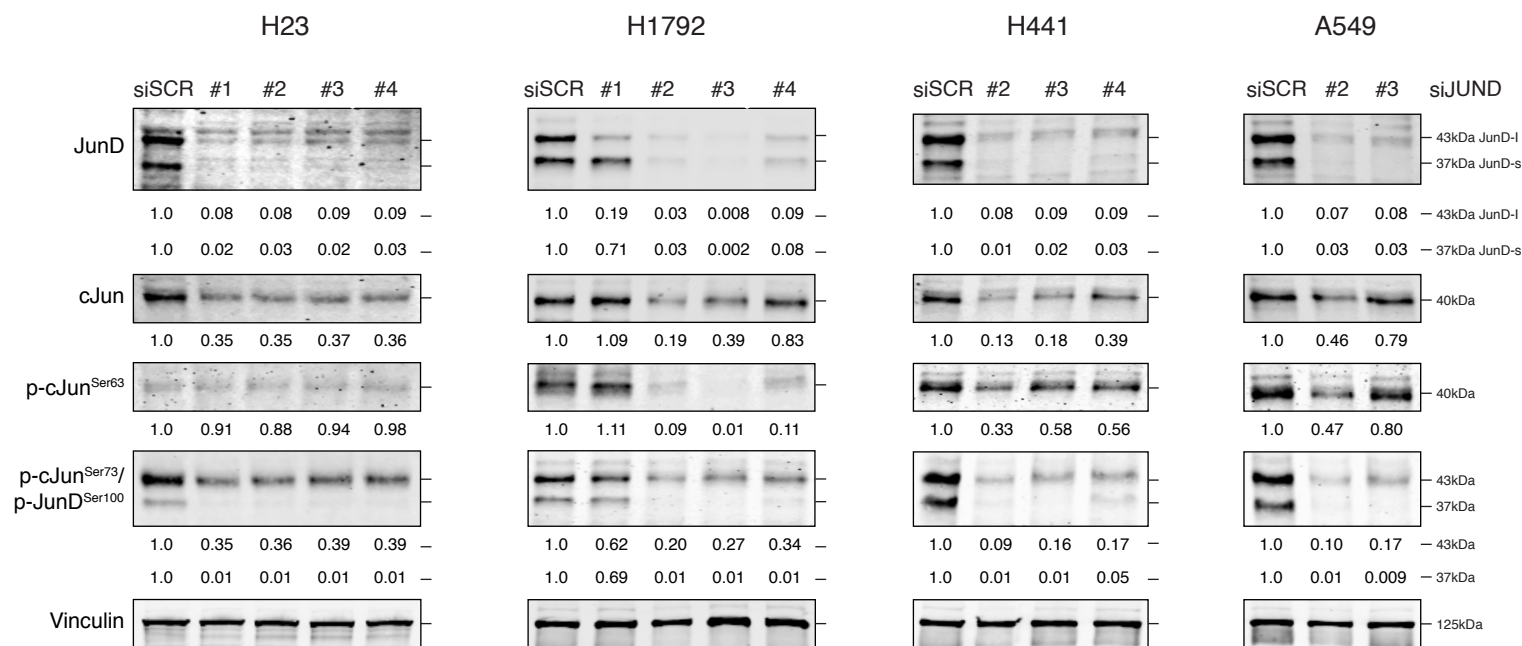**C**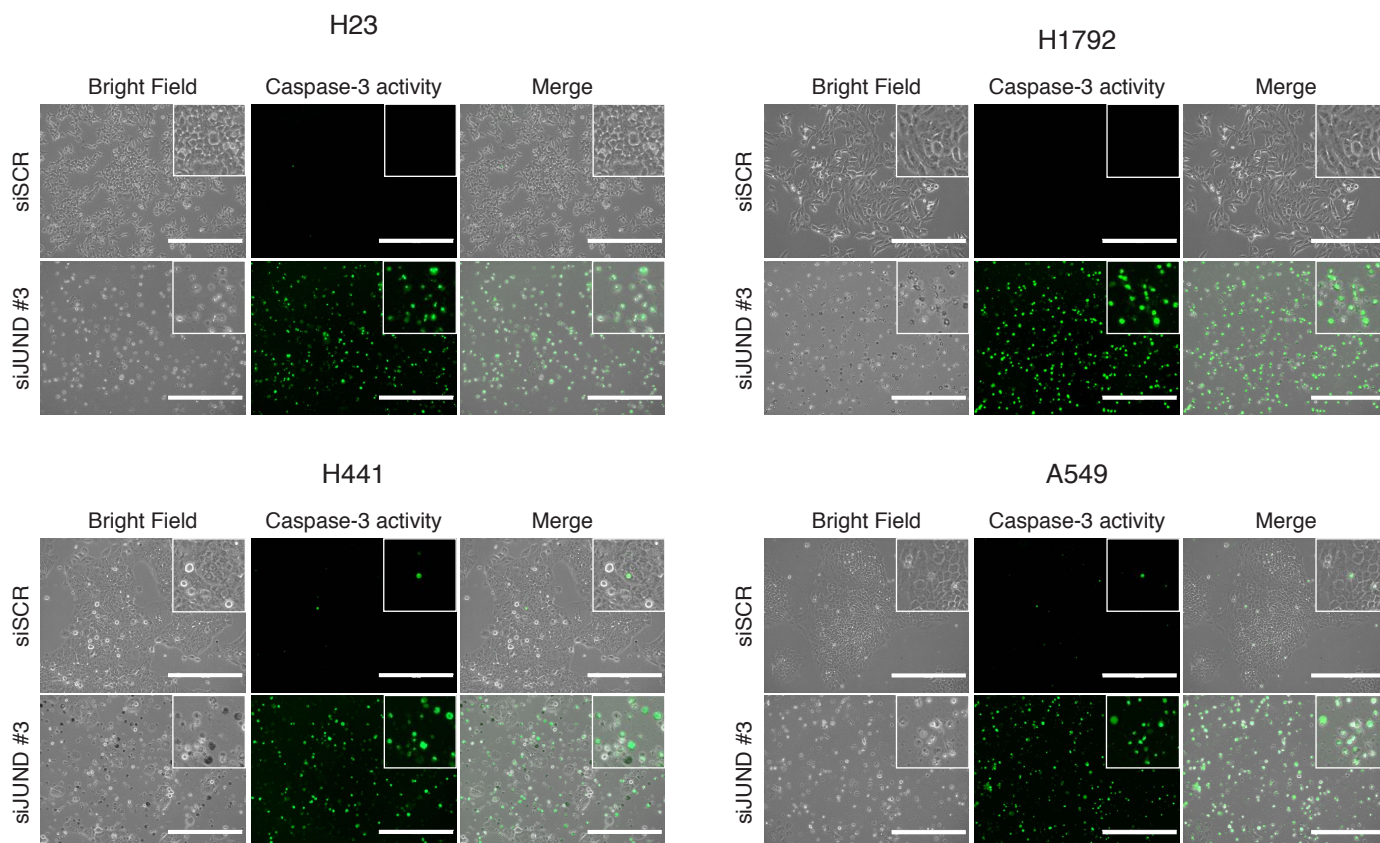

A

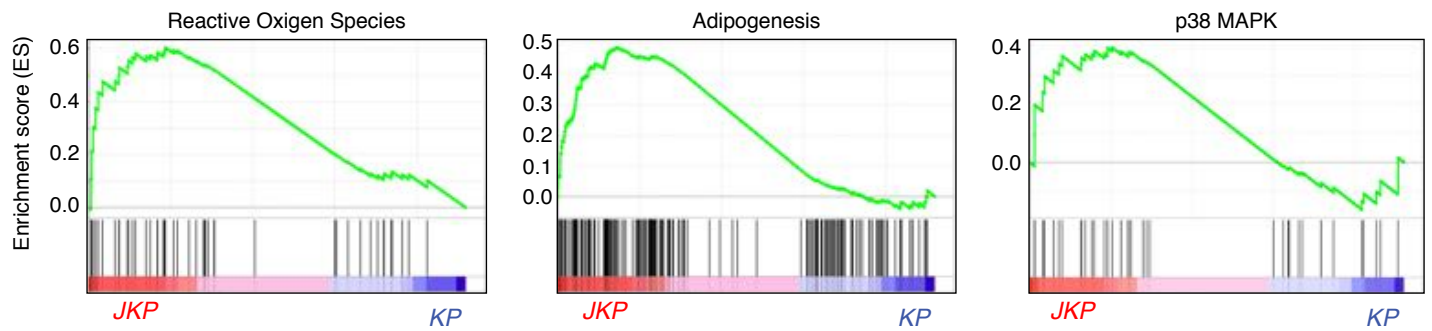

B

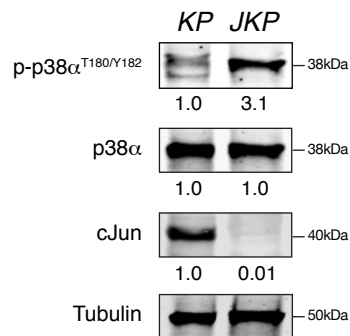

D

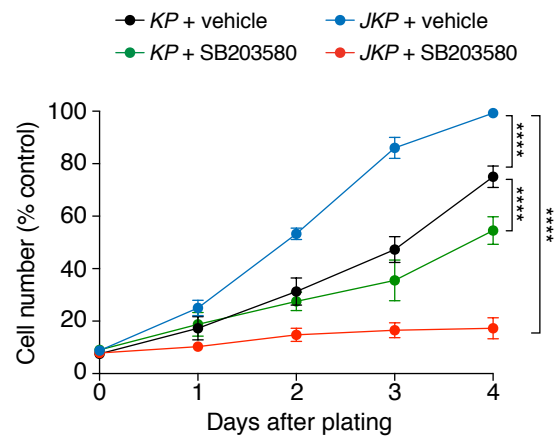

C

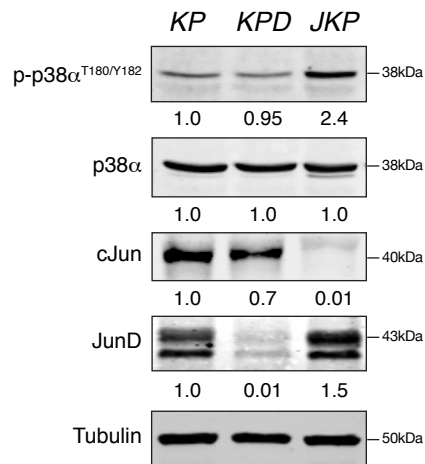

E

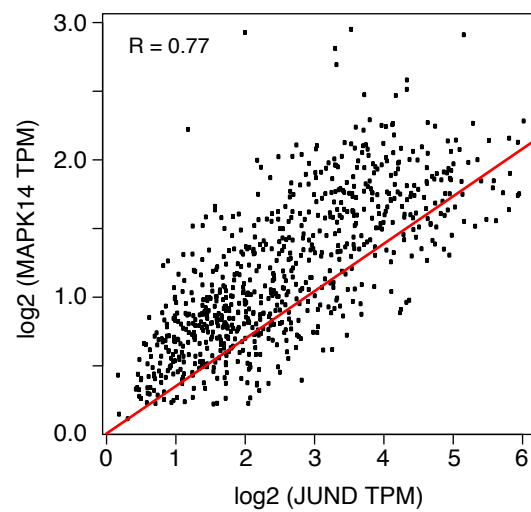

**Supplement:** Supplemental data

How the deposited data were processed for this re-analysis (not part of the article)

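Messenger RNA was measured in cultured mouse lung adenocarcinoma cells of 2 genotypes, KP and JKP, with 3 libraries of each. According to the submitters' processing notes and the methods, the authors mapped the reads to mm10 and RefSeq transcripts with RSEM 1.2.11 and Bowtie2 2.1.0. The authors deposited gene counts as whole numbers, 1 column per library. RSEM's estimates need not be whole, so the rounding was done before deposit. The authors also deposited a signal table, in which each count is divided by 1 size factor per library from DESeq2 1.10.1 in R 3.2. Those size factors were 0.983 to 0.984 of the factors recomputed from the 6 libraries with DESeq2, a shift shared by all libraries that leaves comparisons between them unchanged.

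The table holds 24060 genes, of which 7294 were at 0 in every library. Total counts ranged from 18725511 to 23604142 per library, with medians of 21125869 in JKP and 21479090 in KP. The most abundant gene, Eef1a1, took at most 1.27% of a library's counts. Correlations of log counts were 0.987 to 0.996 within a genotype and 0.883 to 0.899 between genotypes.

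Counts were tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization, the filter with a minimum of 10 counts, a quasi-likelihood fit of genotype without a block, and Benjamini-Hochberg adjustment at 0.05. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. The filter kept 12233 genes. The common biological coefficient of variation was 10.7%. Fold changes of genes at 0 in a genotype are given against a floor of 3 counts over the group, and floors cover counting error only.

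Gene lists, 31 in number, were fixed before the data were examined, and 30 were tested. The reactive oxygen species, adipogenesis and p38 MAPK lists follow the Hallmark and Biocarta sets from memory, since the sets themselves were not used here. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 over the 29 lists with tested genes. Beside it, fry of the same package tested each list's members without comparing them with other genes. Of the 8 lists past 0.05 in camera, only the list of epithelial junctions and keratins also passed with an estimated correlation. Failing there does not by itself show correlated members. Among the lists that failed, the estimate was below the preset for mesenchymal transition (-0.0080) and airway epithelium (-0.28), and above it for the others. For these 2 lists camera's unadjusted p still rose, from 0.00789 to 0.0476 and from 0.00854 to 0.0558. The estimated setting was therefore stricter than the preset even where members were not more correlated. The adjusted p of 0.494 recurs because the adjustment ties lists with unlike unadjusted p-values. These were 0.0829 for reactive oxygen species and 0.289 for NRF2 targets from camera. Enrichment scores were computed with fgsea 1.28.0 from 1000 permutations on the signal-to-noise ratio of the deposited normalized counts, with the SD held to at least 0.2 of the mean. The authors used GSEA 4.0.3 by their methods, with 1000 gene set permutations.

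The genes named were chosen by a rule fixed in advance. It takes every mouse gene the paper names, and the 10 genes with the largest increase and the 10 with the largest decrease among those with an adjusted p under 0.05, a mean normalized count of at least 100 and no overlap between genotypes, without unnamed gene models. It adds up to 4 genes with the smallest p per list, and up to 6 per direction for the lists the paper names. Positions are from RefSeq on GRCm38, and GC content and length from GENCODE transcripts.

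The replicate numbers were checked as pairs. The deviations of same-numbered libraries from their genotype's mean correlated at 0.458 for replicate 1, 0.189 for replicate 2 and 0.250 for replicate 3, all above 0, so a fit with the numbers as pairs is given as an alternative, the replicate block, where it changes a result. The values given elsewhere come from the fit without it. The labels give no reason for a pairing, and JKP replicate 2 correlated more with KP replicate 3, at 0.247, than with its own number. JKP replicate 3 correlated with KP replicate 2 at 0.211. Deviations within a genotype sum to 0, so a shared replicate 1 deviation alone raises the correlations among replicates 2 and 3. The values for replicates 2 and 3 are therefore no evidence of pairing. Chi-square per degree of freedom between libraries of a genotype was 1.76 for JKP replicates 2 and 3 and 1.93 for KP replicates 2 and 3, above sampling noise, and 15.7 to 30.0 for pairs with replicate 1.

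The steps were tested on simulated data drawn from the KP means, with 12059 genes tested. edgeR recovered 93.8% of 97 genes changed 2-fold and 84% of 100 genes changed 1.5-fold between JKP and KP, and called 7 unchanged genes. The simulation drew genes independently with 1 dispersion for all, 200 changed genes and no shared replicate 1 deviation. It checks the steps and does not give the error rate of the real comparison. The alternatives were DESeq2 1.42.0, other size factors, no filter and a stricter filter at a CPM of 1, the replicate block, an estimated correlation, other rankings and weights of the enrichment score, and each library left out. Leaving out replicate 1 of both genotypes, and replicate 1 as a batch term, were chosen after the data were seen.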

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

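The tests of the share of epithelial cells and of the cell designations were chosen only after the result was seen. The paper does not name the gene lists below, although NRF2 targets belong to the oxidative stress it discusses and share 11 genes with the reactive oxygen species list. Each stood apart from the other genes in limma's camera test at the preset correlation.

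Genes of epithelial junctions and keratins had a median log2 fold change of -3.04, with 15 of 18 lower and 1 higher in JKP cells (none higher without JKP replicate 1 or 2 or KP replicate 2; the same counts when adjusted over the list alone; adjusted p = 1.50e-27 from camera, and adjusted p = 0.00771 with an estimated correlation). The fall was uneven. Cdh1, which encodes E-cadherin, and Krt18, both counted as lower, fell at only -0.23 and -0.17. Krt19 and Krt8 had -0.14 each and did not pass. Loss of the chromosome segments is argued against by the 421 tested neighbors within 1 Mb of the genes that fell, whose median log2 fold change was 0.15 (quartiles -0.084 and 0.38). Replacement of epithelial cells by cells that lack all of these genes is argued against by the 14 abundant members. Their log2 fold changes spanned 8.90, from -9.04 to -0.14, where such a smaller share would move them alike. The spread cannot decide about replacing cells that keep some of these genes. An effect of c-Jun and a difference between cell lines cannot be told apart, because the table carries 1 designation per genotype.

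Glutathione S-transferases and aldehyde dehydrogenases had a median log2 fold change of 0.80, with 12 of 18 higher and 1 lower, with the same counts when adjusted over the list alone and 2 lower without KP replicate 1 (adjusted p = 0.000368, or 0.494 with an estimated correlation). Cholesterol synthesis genes had a median log2 fold change of -0.46, with 14 of 21 lower, or 16 when adjusted over the list alone, and 1 higher, or none without JKP replicate 2 (adjusted p = 0.00885, or 0.583 with an estimated correlation). NRF2 targets had a median log2 fold change of 0.34 (adjusted p = 0.0327, or 0.494 with an estimated correlation and 0.0527 without KP replicate 1). Genes of mesenchymal transition had a median log2 fold change of 0.46, with 10 of 14 higher and 2 lower, with the same counts when adjusted over the list alone and 1 lower without KP replicate 2 (adjusted p = 0.0327). This test passed in 6 of 14 alternatives, with adjusted p-values from 0.00766 to 0.494, and missed the threshold, among others, with an estimated correlation (0.494), with the replicate block (0.0797), without JKP replicates 1, 2 and 3 (0.116, 0.0867 and 0.0802) and without KP replicate 3 (0.060). Of the 4 tested airway epithelium genes, Sox2 rose at 8.03 and Muc5b, with 3 counts over the KP libraries, at 5.09. Muc5ac had -0.27 and did not pass, and Foxj1 fell at -5.75, so their median stands for no single gene. Airway epithelium genes had a median log2 fold change of 2.41 over 4 tested genes, or 2.49 with the floor of 3 counts, 2 higher and 1 lower, with the same counts when adjusted over the list alone (adjusted p = 0.0327). It passed in 5 of 14 alternatives, with adjusted p-values from 0.0198 to 0.592, and missed the threshold, among others, with an estimated correlation (0.494), with DESeq2 (0.592) and the replicate block (0.290), without JKP replicate 1 (0.161) and without KP replicates 1 and 3 (0.430 and 0.060). Without replicate 1 of both genotypes, 3 genes of the transferase and dehydrogenase list were lower, 2 of cholesterol synthesis higher and 2 of airway epithelium lower.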

How the results depend on the processing

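Of 224 alternative values of the main results, 202 kept their direction and side of the threshold or, for counts, stayed within 1.5 times the count, and none reversed. Jun ranged from -4.61 to -4.17 and Jund from -0.75 to -0.54 in log2 fold change, both past the threshold in all 13 alternatives. The count of changed genes was 5793 with DESeq2, 5831 with RLE size factors, 5996 without the filter and 5602 with the stricter filter. It was 4552 to 6625 with a library left out, 8573 without replicate 1 of both genotypes and 8153 with replicate 1 as a batch term, which were chosen after the data were seen. With the replicate block it was 7645, of which 5839 were also among the 5841. The block moved lower members of the reactive oxygen species list to 7, and brought Hmga2, Mapk8, Mbp, Rapgef2, Cav1, Aqp5 and Col1a1 past the threshold. It also moved counts of the AP-1 family (2 higher against 1), alveolar type I (3 lower against 1), fatty acid synthesis (4 higher against 2) and glycolysis and hypoxia (5 higher and 9 lower against 2 and 5) lists, and the values given with the NRF2, cell cycle, RAS-ERK, Wnt, mesenchymal and airway lists. Lower members of the reactive oxygen species list were 8 under both settings with replicate 1 set aside, where 25 and 24 were higher. They were 1 to 4 with a library left out, where 13 to 23 were higher. Without replicate 1 of both genotypes, lower members were 47 for adipogenesis and 8 for p38 MAPK, and higher members 85 and 20. With a library left out, 15 to 31 were lower and 50 to 67 higher for adipogenesis. With an estimated correlation the adjusted p was 0.494 for the reactive oxygen species and adipogenesis lists. The enrichment score of reactive oxygen species missed the threshold when ranked by log2 fold change (score 0.564), ranked by signed root F (0.529), on filtered genes (0.526) and unweighted (0.212), and spanned 0.474 to 0.525 with a library left out. That of adipogenesis missed it when ranked by log2 fold change (0.47). The cause was not tested. Reversed directions, all but one short of the threshold, were the cell cycle set test (adjusted p 0.890 with DESeq2, 0.698 to 0.946 with a library left out, turned without JKP replicate 1 or KP replicate 2 or 3) and those of alveolar type II and lung epithelial identity (0.667 to 0.942) and fatty acid synthesis (0.811 to 0.943), both turned without KP replicate 1 and without replicate 1 of both genotypes (0.847 and 0.977). With a library left out, log2 fold changes spanned -0.14 to 0.22 for Junb, -0.24 to 0.016 for Cd68, -0.76 to 0.14 for Muc5ac and -0.030 to 0.50 for Laptm5, and Junb was -0.13 (adjusted p 0.000864) without replicate 1 of both genotypes. Of the values of other lists and named genes, 2951 stayed by the same measure, 95 counts moved, 51 lost and 43 gained a call. With 1000 permutations and 30 lists, a list alone in the simulated data reached an adjusted enrichment p of only 0.0616.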

Differences from the paper's values

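The paper's enrichment score of reactive oxygen species is about 0.60 in Supplemental Figure 6A, read by eye, and the value here is 0.502 (jackknife standard error 0.0415 over 6 libraries). Of the alternatives set before the data were examined, ranking by log2 fold change (0.564) lies within that error of the paper's value, and DESeq2's statistic, the replicate block, the signed root of F, filtered genes, the unweighted sum and each library left out do not. The paper's score of adipogenesis is about 0.47 in the same figure, read by eye, and the value here is 0.405 (jackknife standard error 0.0222). Ranking by log2 fold change (0.47) again lies within the error, and the other alternatives do not. The jackknife error measures only the spread over the 6 libraries. It does not cover differences in list members, ranking or reading by eye, so lying within it does not show which ranking the paper used. The gene lists used here can differ from the authors' sets.

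The paper reports the p38 MAPK pathway as upregulated from its GSEA. It also reports p38α activation in JKP cells by immunoblot and sensitivity of these cells to a p38 inhibitor. Protein activation and inhibitor response were not measured here. The pathway's score is about 0.39 in Supplemental Figure 6A, read by eye, and the score here, 0.351 (jackknife standard error 0.0497), lies within that error of it on the JKP side. The score's adjusted permutation p here was 0.523, and none of the 13 alternatives passed the threshold, with adjusted p-values from 0.0978 to 0.734. limma's fry test, which does not compare a list with the other genes, gave an unadjusted p of 0.00226 toward JKP. Of the list's tested members, 17 were higher and 5 lower, and Mapk14 was higher.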

Other observations

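Cldn7, a tight junction protein, fell from 2586 ± 345 to 4.93 ± 3.6 normalized counts (SD, n = 3 each), and Epcam, an epithelial adhesion molecule, to 0.634% of its KP mean, while Krt8 had a log2 fold change of -0.14 (adjusted p = 0.292 from edgeR). Epcam, Krt8, Krt18, Krt19 and Cdh1 lie outside the rule for named genes and were chosen after their values were seen. Of 19 tested AP-1-regulated secreted and invasion genes, 9 were lower, or 10 when adjusted over the list alone, and 4 higher (adjusted p = 0.126 from camera, or 0.0245 with DESeq2, 0.00251 without KP replicate 1 and 0.000432 without replicate 1 of both genotypes). Plau, the urokinase, fell at a log2 fold change of -4.27 and Mmp13, a collagenase, rose at 3.02. Of 15 Wnt genes 7 were lower and 2 higher (adjusted p = 0.127, or 0.0324 with the replicate block, under which 5 were higher, 0.0192 without JKP replicate 1, and 0.00261 without replicate 1 of both genotypes), with the same counts when adjusted over the list alone, 4 higher without KP replicate 1 and 1 higher without JKP replicate 1 or 2 or KP replicate 2 or 3, and Wnt7a fell at -2.64. Of 20 genes of RAS-ERK output 8 were higher and 3 lower (adjusted p = 0.194), with the same counts when adjusted over the list alone, 13 higher under the block, 13 higher and 6 lower without replicate 1 of both genotypes, and 5 higher without KP replicate 3, and Spry2, a feedback inhibitor, rose at 1.34. Of 15 genes of the gut and embryonic endoderm program 6 were higher and 5 lower, or 6 lower when adjusted over the list alone (adjusted p = 0.189), and Pdx1, a pancreatic and duodenal factor, rose at 5.12. Pcsk9, which lowers the LDL receptor, had 1 count over the JKP and 1964 over the KP libraries, a KP to JKP ratio of 1884 (95% counting interval 338 to 74461).

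Genes that the paper studies elsewhere were measured too. Kras had a log2 fold change of 0.02 (adjusted p = 0.759) and Trp53, floxed in both genotypes, one of 0.28 (adjusted p = 0.18), from edgeR. Map2k7 had 0.04 (adjusted p = 0.568) and Rnf187 -0.06 (adjusted p = 0.402), from the same test. Mapk9 was lower at -0.23 (adjusted p = 0.0266, and above 0.05 without JKP replicate 2 or 3 or KP replicate 3). Hmga2 had -0.20 (adjusted p = 0.0752, or 0.0325 with the replicate block), and a smaller -0.10 without replicate 1 of both genotypes (adjusted p = 0.00298), and Mapk8 0.16 (adjusted p = 0.198, or 0.0480 with the block and 0.0482 without replicate 1 of both genotypes). Nkx2-1, the lung lineage factor, had 1 count over all 6 libraries.

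JunD mRNA ran lower in JKP cells, where the paper reports more JunD protein, and its test without replicate 1 was chosen after the result was seen. GC content is argued against by the 200 genes nearest to Jund, whose median log2 fold change was -0.043. Reads of Jun counted for Jund are argued against because 0 of 1633 words of 36 bases from the Jund transcript occur in Jun, or 0%. The replicate 1 libraries are argued against by a log2 fold change of -0.72 without them. A difference between cell lines stays open as an explanation, with 1 designation per genotype.

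Replicate 1 of both genotypes deviated alike, with no biological explanation tested. Depth is argued against by a correlation of 0.452 after every library was thinned to the smallest total. GC content and transcript length are argued against by a correlation of 0.475 after correction, against 0.477 before. A shared day or batch stays open, and the labels give none.

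The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. The real split called 5841 genes with edgeR and each other split 0, so only the real split reached that count. The other splits had 2 to 524 genes at an unadjusted p under 0.05 in edgeR, and at most 1 gene called with DESeq2. Each of them puts both genotypes in each group, so the difference between genotypes adds to the spread within groups. Their 0 calls in edgeR are therefore no evidence against a grouping by chance. The scores of reactive oxygen species and adipogenesis were 0.502 and 0.405, with the farthest of the other splits at 0.426 and -0.342. No other split reached either real score. For p38 MAPK the real score was 0.351 and another split reached 0.394, so 2 splits, the real one included, were as far from 0. That other split grouped JKP replicates 1 and 2 with KP replicate 2, so it kept part of the genotype difference. Like the real split, 3 of the others part every replicate number, with 5 to 43 genes at an unadjusted p under 0.05 and farthest scores of 0.426, 0.301 and 0.342 for the lists in this order, and 6 do not, with 2 to 524 genes.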
